# Simple gene signature to assess murine fibroblast polarization

**DOI:** 10.1038/s41598-022-15640-6

**Published:** 2022-07-11

**Authors:** Emmanuel Ledoult, Manel Jendoubi, Aurore Collet, Thomas Guerrier, Alexis Largy, Silvia Speca, Solange Vivier, Fabrice Bray, Martin Figeac, Eric Hachulla, Myriam Labalette, Frédéric Leprêtre, Shéhérazade Sebda, Sébastien Sanges, Christian Rolando, Vincent Sobanski, Sylvain Dubucquoi, David Launay

**Keywords:** Immunology, Biomarkers, Diseases, Medical research, Pathogenesis, Rheumatology

## Abstract

We provide an original multi-stage approach identifying a gene signature to assess murine fibroblast polarization. Prototypic polarizations (inflammatory/fibrotic) were induced by seeded mouse embryonic fibroblasts (MEFs) with TNFα or TGFß1, respectively. The transcriptomic and proteomic profiles were obtained by RNA microarray and LC-MS/MS. Gene Ontology and pathways analysis were performed among the differentially expressed genes (DEGs) and proteins (DEPs). Balb/c mice underwent daily intradermal injections of HOCl (or PBS) as an experimental murine model of inflammation-mediated fibrosis in a time-dependent manner. As results, 1456 and 2215 DEGs, and 289 and 233 DEPs were respectively found in MEFs in response to TNFα or TGFß1, respectively*.* Among the most significant pathways, we combined 26 representative genes to encompass the proinflammatory and profibrotic polarizations of fibroblasts. Based on principal component analysis, this signature deciphered baseline state, proinflammatory polarization, and profibrotic polarization as accurately as RNA microarray and LC-MS/MS did. Then, we assessed the gene signature on dermal fibroblasts isolated from the experimental murine model. We observed a proinflammatory polarization at day 7, and a mixture of a proinflammatory and profibrotic polarizations at day 42 in line with histological findings. Our approach provides a small-size and convenient gene signature to assess murine fibroblast polarization.

## Introduction

Fibroblasts play an important role in the regulation of the extracellular matrix (ECM) biosynthesis, crosslinking and degradation^1^. Fibroblasts are also involved in the acute inflammatory response to injury and infection^2^. Indeed, the recruitment and activation of inflammatory cells are the consequence of many signals including factors released by fibroblasts activated by damage- and pathogen-associated molecular patterns^3^. TNFα signaling during inflammation induces in turn a proinflammatory polarization of fibroblasts specialized in chemo-attraction of immune cells and degradation of ECM. In response to tissue injury, some fibroblasts also acquire a myofibroblast phenotype, characterized by the expression of contractile proteins, and enhance ECM biosynthesis^2^. This matrix producer specialization is tightly controlled in normal conditions while in fibrotic diseases fibroblasts remain activated. The TGFβ/Smad pathway plays a central role in the profibrotic polarization of fibroblasts^4,5^, which is characterized by an excessive biosynthesis of ECM, an over-crosslinking, and a decrease of ECM degradation processes disrupting the tissue architecture and leading to fibrosis^6–8^. In an experimental murine model of inflammation-mediated fibrosis induced in a time-dependent manner, proinflammatory and profibrotic fibroblasts coexisted. The proinflammatory polarization predominated at early stage, while the profibrotic polarization predominated at the late stage^9,10^.

The profibrotic polarization of fibroblasts is usually based on the evaluation of the gene expression of *Col1a1* and *Acta2*, as markers of myofibroblasts, a central subpopulation of fibroblasts involved in ECM-overproduction^4,11^. Yet, none is specific on its own. *Col1a1* is both upregulated in the inflammatory stage of the healing process and in fibrosis^9,10,12^. Several recent studies suggest that ECM overproduction is not limited to *Acta2* + myofibroblasts and that *Acta2* should not be used as a single marker of myofibroblastic transformation^9,10,13,14^. Interpretation based on a limited number of genes can therefore be over-simplistic and lead to a misinterpretation of the polarization of fibroblasts. Deeper approaches like single-cell RNA sequencing have highlighted the heterogeneity of fibroblasts in models of wound healing and of fibrosis identifying new potential markers of fibroblast polarizations^12,14,15^. For example, it has been reported that other isoforms than *Col1a1* were more expressed especially within ECM-producing fibroblasts (i.e. *Col13a* +) and inflammatory fibroblasts (i.e. *Col5a3* + , *Col14a* +)^14^. Yet, these omics tools are time- and cost-consuming making them not suitable to explore the polarization of fibroblasts in routine.

Defining the polarization of fibroblasts and its evolution during time is very important to better understand the kinetic and pathophysiology of inflammation and fibrosis and to assess the impact of drugs, especially in animal models. To be more complete than overly simplistic single markers and more accessible than full (single cell) transcriptomics, we designed this study to find an accessible and accurate gene signature reflecting the polarization of fibroblasts. Firstly, we induced in vitro proinflammatory or profibrotic polarizations by treating Mouse Embryonic Fibroblasts (MEFs) with proinflammatory or profibrotic cytokines. Secondly, we selected polarization-representative genes using a combined analysis of the transcriptome assessed by RNA microarrays and of the proteome assessed by mass spectrometry (LC–MS/MS). Finally, we applied this gene signature at the inflammatory stage and at the fibrotic stage on dermal mouse primary fibroblasts (dMPF) isolated from an experimental murine model of inflammation-mediated fibrosis in a time-dependent manner^16–19^.

## Results

### Mouse embryonic fibroblasts treated by TNFα or TGFß1 are representative of proinflammatory or profibrotic polarizations of fibroblasts

First, we assessed the expression of *Col1a1*, *Acta2*, *Fn1*, *Mmp3*, *Il6* in MEFs after a stimulation with proinflammatory (TNFα) or profibrotic (TGFß1) cytokines at 6-h, 12-h, 18-h, and 24-h. We observed that the gene expression profile associated with “profibrotic effects” was more marked after a 24-h stimulation than after a shorter stimulation (upregulation of *Col1a1*, down regulation of *Mmp3* and *Il6*). Moreover, the distinction between TNFα- and TGFβ1-treated MEFs was more pronounced after a 24-h stimulation, especially with respect to *Mmp3*, *Fn1* and *Col1a1* (See Supplementary Fig. S1). 

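Mouse Embryonic Fibroblasts (MEFs) are connective tissue cells of mouse embryos; an established Balb/c line was used. RNA from cultures left untreated (controls) or treated by TNFα (10 ng/ml) or TGFß1 (5 ng/ml) was labelled with Cyanine 3 and hybridized to 1-color whole Mouse 60-mer oligonucleotide microarrays. Each of the 3 groups holds 3 arrays, which the paper describes as biological replicas from 3 independent experiments. The labels do not state which arrays came from the same experiment, and the arrays were compared without pairing. An array is called here by its condition and the number that opens its label. These numbers form 3 runs of 5 (1 to 5, 6 to 10 and 11 to 15) with 1 array of each group of the series, and fits with the run as a block were added after seeing the data. The paper gives a stimulation of 24 h for these arrays, which is used here, while the labels of the series give 24 h or a longer time, which the paper used for the proteome. The same series holds 6 more arrays, 3 of MEFs treated by IL-1β and 3 of MEFs treated by IL-6 with its soluble receptor. The 15 arrays lay on 2 slides. Control 1, control 11, TNFα 14 and TGFß1 7 were on slide 1, and control 6, TNFα 4, TNFα 9, TGFß1 2 and TGFß1 12 were on slide 2. The authors extracted the brightness of each spot with Agilent's Feature Extraction software, which subtracts the background and a spatial trend. The deposited values are these brightness values, without normalization between arrays. The paper's text names limma and the Z-score used for its heat map, but neither a normalization between arrays nor a filter on dim probes. Each array holds 62976 spots, of which 59305 are not controls and represent 56605 distinct probes. Here, the log2 brightness was averaged over the spots of a probe, leaving out spots that the software marked as uneven or as outliers, and the 75th percentile of each array was subtracted. The percentage of probes well above background had a median of 52.5% (range 48.3% to 54.9%) on control arrays, 52.0% (51.6% to 52.9%) on TNFα arrays and 51.5% (50.8% to 51.8%) on TGFß1 arrays. No spot was saturated. The number of arrays limits the precision of all values. The 28806 probes well above background on every array of at least 1 of the 3 groups were tested. Probes were given gene names by matching their RefSeq identifiers to a table of the assembly GRCm38.p6, which named 33767 of the 56605 probes. The array was designed on an older assembly, so no positions are given. A gene with several probes is represented by the probe with the highest mean signal over the 15 arrays. A probe was called when its q-value was below 0.05 and its absolute fold-change at least 1.5.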

For these reasons, we investigated the transcript expression of MEFs by RNA microarrays after a 24-h stimulation. With an absolute fold-change of 1.5, 1456 and 2215 distinct transcripts were significantly deregulated (q < 0.05) in MEFs treated by TNFα or TGFß1 compared to controls, respectively. 

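In MEFs treated by TNFα, 2707 of the probes tested were called in comparison with controls, 1123 of them higher and 1584 lower (limma's moderated test, two-sided, with Benjamini-Hochberg adjustment). In MEFs treated by TGFß1, 4958 probes were called in the same test, 2076 higher and 2882 lower. Without the fold-change criterion, 3064 and 6134 probes passed. The called probes carried 1755 and 2999 distinct gene names. An absolute fold-change of at least 2 gave 1503 and 2564. With the slide added to the model, 3671 (1867 higher and 1804 lower) and 6232 (3152 higher and 3080 lower) probes were called, so that the excess of lower calls was lost, and these included 2618 and 4748 of the probes called without it, all in the same direction. The TNFα count fell to 1329 without TNFα 4 and to 1721 without control 11, and the TGFß1 count to 3274 without TGFß1 2. With the runs of label numbers and the slide in the model, fits added after seeing the data, 4479 probes were called with TNFα, 2272 higher and 2207 lower, and 6777 with TGFß1, 3338 higher and 3439 lower. In a direct test of TNFα against TGFß1, 3231 probes were called, 1827 of them higher with TNFα and 1404 lower. All 3231 were called in the same direction with the slide in the model. The genes named next are those with the largest fitted changes among called probes that have a gene name and all 3 treated arrays on 1 side of all 3 control arrays, a position that chance alone gives for 10% of probes. Where no array of a group was above background, a bound is given. The largest rise with TNFα was that of *Ccl5* (NM_013653), with a log2 fold-change of 8.36 (standard error 0.33, q = 1.15e-05). It was followed by *Saa3* (NM_011315) at 7.83. *Acod1* and *Cxcl9* were at least 15.6-fold and at least 15.8-fold higher, and *Ptpn22* had a log2 fold-change of 6.22. The largest falls with TNFα were those of *Krt15*, at least 61.7-fold lower, *Pip*, at least 27.9-fold lower, *Krt13*, at least 12.0-fold lower, *Gdpd2*, at least 12.4-fold lower, and *Tprg*, with a log2 fold-change of -5.22. With TGFß1, the largest rises were those of *Bmpr1b*, at least 41.7-fold higher, *Tcim*, at least 29.0-fold higher, *Ret*, at least 23.7-fold higher, *Tll1*, with a log2 fold-change of 6.28, and *Jag1*. The largest falls with TGFß1 were those of *Scara5*, with a log2 fold-change of -5.91, *Pip*, at least 27.6-fold lower, *Tprg*, at -5.78, *Abcc3*, at least 21.2-fold lower, and *Ptx3*, at -5.41.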

Principal component analysis (PCA) showed that TNFα and TGFß1 induced two different gene expression profiles (See Supplementary Fig. S2). 

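The PCA was computed on the 28773 probes with a value on each of the 9 arrays, centred and not scaled. The first component held 37.3% of the variance and separated the TGFß1 arrays, at 54.9 to 82.0, from the control and TNFα arrays, at -53.4 to -4.06. The second component held 30.0% of the variance, and on it the control and TNFα groups each spread over more than the gap between them. Control 6 lay at -1.57 and TNFα 14 at -16.1, whereas control 1 and control 11 lay at 60.1 and 56.0 and TNFα 4 and TNFα 9 at -70.0 and -74.9. In the plane of both components, the largest distance between arrays of the same group was 63.7 and the smallest distance between arrays of different groups was 24.0, a ratio of 0.376. The closest arrays of different groups were control 6 and TNFα 14, so the control and TNFα groups did not separate beyond the spread between replicates. The PCA of the 1000 most variable probes gave a ratio of 1.96. With 1 array left out, the ratio lay between 0.469 (without TNFα 4) and 1.07 (without control 6). The spread within groups followed the slides. Across probes, which are not independent replicates, Pearson's r between arrays of the same group was 0.990 to 0.995 for the 5 pairs on 1 slide and 0.977 to 0.985 for the 10 pairs on different slides, over all 15 arrays. The slide difference, fitted together with the groups, was also removed from each probe, a step chosen after seeing the data. The components then held 49.0% and 33.0% of the variance. The largest distance within a group was then 30.3 and the smallest between groups 95.4. That fit kept the group differences, and the slides were unequal among the groups, so the step could widen the separation by itself. From the PCA, the paper concludes that TNFα and TGFß1 induced different gene expression profiles. Before any slide difference was removed, the TNFα arrays (-34.3 to -4.06) and the TGFß1 arrays (54.9 to 82.0) already lay apart on the first component. The distance of 24.0 was between a control array and a TNFα array.

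**Figure D1:**
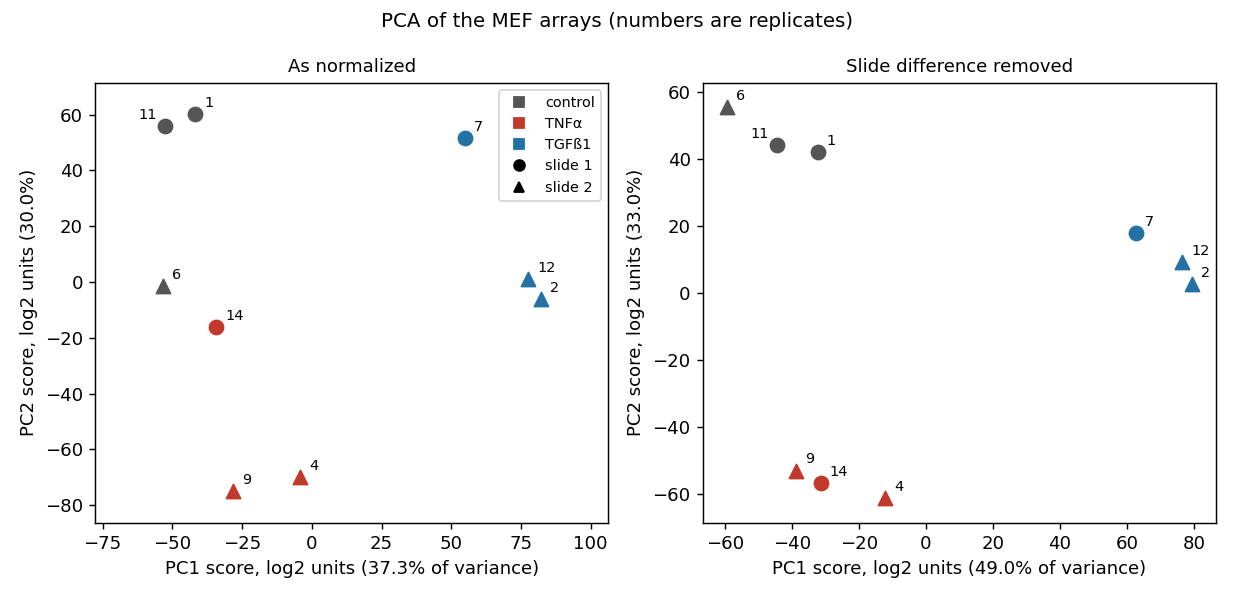
Scores of the 9 arrays on the first and second principal components of 28773 probes (log2 units), as normalized on the left. On the right the slide difference, fitted together with the groups, was removed, which could widen the separation by itself. Colors show the group, circles slide 1, triangles slide 2, and the numbers are those of the replicates. On the left the smallest distance between groups, 24.0 (control 6 and TNFα 14), is below the largest within a group, 63.7. On the right it is 95.4 against 30.3.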

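The supplementary tables of the paper list the genes of 4 clusters that the authors formed on these arrays, so the values that follow describe the lists and are not independent evidence for them. Of the 412 genes of the paper's list of transcripts higher with TGFß1, 407 had a tested probe. Their median log2 fold-change was 1.53 (range -2.16 to 6.93) with TGFß1, where 404 were higher and 377 were called higher. It was 0.17 with TNFα, where 37 were called higher and 26 lower, and 67 and 30 with the slide in the model. Of the 407, 315 were called lower with TNFα than with TGFß1 in the direct test and 1 was called higher. Of the 242 genes of the paper's list of transcripts higher with TNFα, 230 had a tested probe. Their median log2 fold-change was 1.83 (range -3.47 to 8.36) with TNFα, where 226 were higher and 199 were called higher. It was -0.26 with TGFß1, where 8 were called higher and 48 lower. In the direct test, 199 of the 230 were called higher with TNFα. The alternative that moved these medians most was the normexp background correction, which adds a constant to all signals and thereby raises dim ones; it gave 1.17 for the first list with TGFß1 and 1.24 for the second with TNFα. The remaining lists hold the genes lower with each cytokine. Of the 418 genes tested from the list lower with TGFß1, 381 were called lower with TGFß1, with a median log2 fold-change of -1.49. Of the 173 genes tested from the list lower with TNFα, 151 were called lower with TNFα, with a median of -1.54.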

Based on the hierarchical clustering, we then focused analyses on clusters of interest of Differentially Expressed Genes (DEGs): (i) a cluster named TGFß1_up^g^ of 412 DEGs preferentially overexpressed in MEFs treated by TGFß1, and (ii) a cluster named TNFα_up^g^ of 242 DEGs preferentially overexpressed in MEFs treated by TNFα (See Fig. 1a). In these clusters of interest, a clustering enrichment analysis was performed to take account of redundancies between GO, KEGG and REACTOME terms. 

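The supplementary tables also assign members of the lists to terms, and the values of these members follow; the enrichment itself was not repeated, since no ontology annotation was analysed here. All members had a tested probe. The 45 genes assigned to tissue morphogenesis had a median log2 fold-change of 1.91 (range 0.31 to 6.42) with TGFß1, and 43 were called higher. With TNFα their median was 0.25, with 5 called higher and 5 lower, or 11 and 6 with the slide in the model. Compared directly, 34 of them were called lower with TNFα than with TGFß1. The 23 genes assigned to extracellular matrix organization had a median of 1.62 (range 0.81 to 5.80) with TGFß1, all 23 called higher, and of 0.05 with TNFα. The 26 genes assigned to leukocyte migration had a median of 3.05 (range 0.43 to 8.36) with TNFα, 25 called higher, and of -0.21 with TGFß1, where 1 was called higher and 8 lower. The 32 genes assigned to positive regulation of immune response had a median of 1.75 (range 0.23 to 6.28) with TNFα, 29 called higher, and of -0.39 with TGFß1, where 2 were called higher and 5 lower. The 39 genes assigned to the inflammatory response had a median of 3.25 (range 0.15 to 8.36) with TNFα, 37 called higher, and of -0.37 with TGFß1, where 1 was called higher and 12 lower. In the direct test, 24 of the 26 genes, 30 of the 32 and 36 of the 39 were called higher with TNFα. With the background correction that raises dim signals, the medians of these last 3 lists with TNFα were 1.80, 1.19 and 1.73.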

The analysis on TGFß1_up^g^ showed an enrichment in terms associated to the ECM organization (i.e., GO:0048729: tissue morphogenesis; R-MMU-1474244: extracellular matrix organization), while the analysis on TNFα_up^g^ showed an enrichment in terms associated to chemoattraction signaling (i.e., GO:0050900: leukocyte migration), immune response (i.e., GO:0050778: positive regulation of immune response), and inflammation response (i.e., GO:0006954: inflammation response) (See Fig. 1b–c; Supplementary Fig. S3; Table 1).

**Figure 1:**
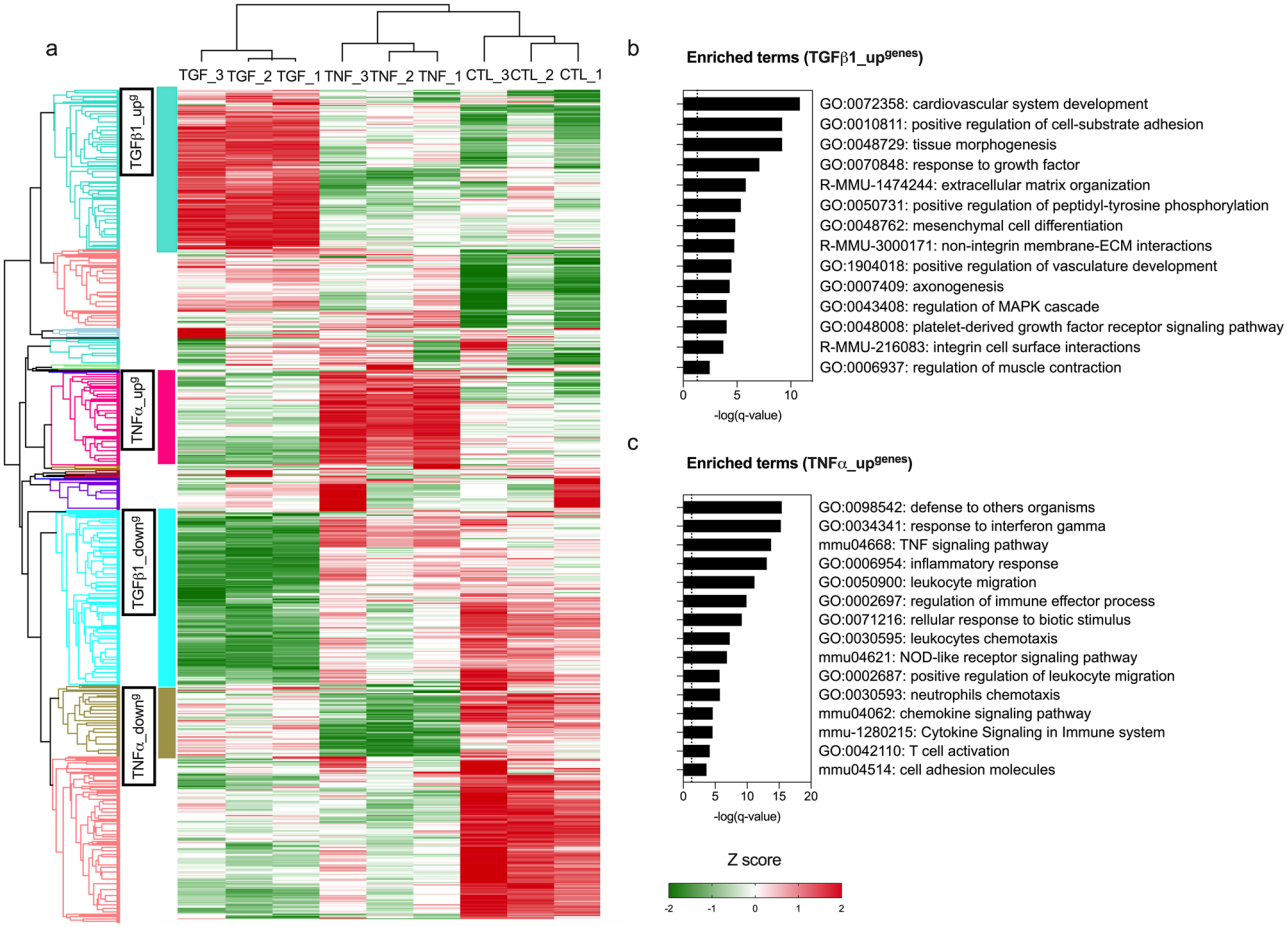
Transcript expression profiles of control, TGFß1-treated and TNFα-treated MEFs using RNA microarrays. (**a**) Heatmap summarizing DEGs in TGFß1- (5 ng/ml) or TNFα- (10 ng/ml) treated MEFs for 24 h compared to controls (untreated MEFs) (q-value < 0.05) after normalization with Z-score. Hierarchical clustering was constructed with Euclidean distance using R software. N = 3 biological replicas (3 independent experiments). (**b**–**c**) Enrichment analysis summarizing the most representative up-regulated pathways in TGFß1_up^genes^ (**b**) and TNFα_up^genes^ (**c**) using Metascape (http://metascape.org/gp/index.html#/main/step1).

We next investigated the proteome using LC–MS/MS after a 72-h stimulation. Among the expressed proteins, 289 and 243 were significantly deregulated in MEFs (DEPs, Differentially Expressed Proteins) treated by TNFα or TGFß1 compared to controls, respectively (See Fig. 2a; Supplementary Fig. S4a–b). The Spearman correlation coefficients between the transcriptomic and proteomic expression were high (r = 0.79–0.83) (See Fig. 2b–c). PCA showed that these two cytokines induced two distinct protein expression profiles (See Supplementary Fig. S4c–e). As for RNA microarrays, we focused on: a cluster named TGFß1_up^prot^ of 57 DEPs preferentially over-expressed in MEFs treated by TGFß1 and a cluster named TNFα_up^prot^ of 27 DEPs preferentially over-expressed in MEFs treated by TNFα*.* MEFs treated by TGFß1 were enriched in terms associated with TGFß1 signaling (i.e., R-MMU-445144: signal transduction by L1) and ECM-modeling (i.e., mmu05205: proteoglycan in cancer), while MEFs treated by TNFα were enriched in pathways related to acute phase response (i.e., GO:0042743: hydrogen peroxide metabolic process) (See Fig. 2d–e; Supplementary Table S2).

**Figure 2:**
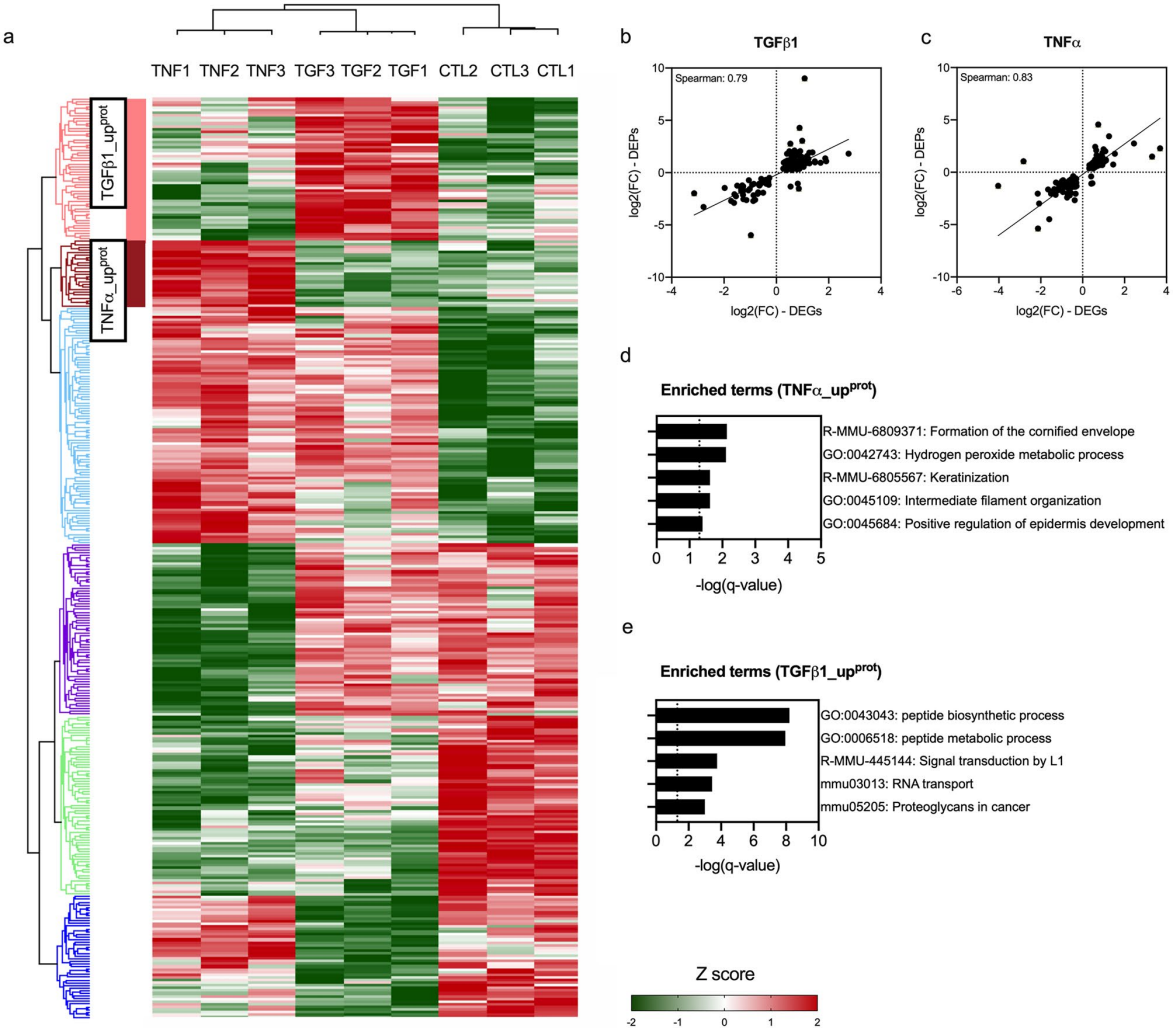
Proteome analysis of control, TGFß1- and TNFα-treated MEFs using LC–MS/MS. (**a**) Heatmap summarizing DEPs in TGFß1- (5 ng/ml) or TNFα- (10 ng/ml) treated MEFs for 72 h compared to untreated MEFs (controls; q-value < 0.05) after normalization with Z-score. Hierarchical clustering was constructed with Euclidean distance using Perseus software (https://maxquant.net/perseus). (**b**–**c**) Spearman correlation of DEGs expressed as log2(FC) assessed by RNA microarrays and DEPs as log2(FC) assessed by LC–MS/MS in TGFß1 (**b**; n = 150) and TNFα- treated (**c**; n = 110) MEFs compared to control MEFs. (**d**–**e**) Enrichment analysis summarizing the most representative up-regulated pathways in TGFß1_up^prot^ and in TNFα_up^prot^ (q-value < 0.05) using Metascape (http://metascape.org/gp/index.html#/main/step1). N = 3 biological replicas (3 independent experiments).

### Selection of candidate markers related to the activation of pathways related to proinflammatory and profibrotic fibroblast polarizations

After confirming that the fibroblasts treated by TNFα or TGFß1 were representative of proinflammatory or profibrotic polarizations, we designed a gene signature to screen the activation of proinflammatory and profibrotic pathways. As LC–MS/MS did not allow the identification of smaller molecules such as cytokines, which are important mediators in the induction of these profiles, we focused on the process of selecting candidate genes based on transcriptome data, while including in our selection process the proteins identified by LC–MS/MS except for the smaller molecules.

We selected several pathways involved in the acute phase response (GO:0006954) and in the organization of ECM (R-MMU-1474244) with a particularly focus on the crosslinking of collagen fibrils (mmu2243919), collagen formation (R-MMU-1474290), ECM-receptor interaction (R-MMU-04512), acute phase response signaling (IPA), inhibition of Matrix Metalloproteases (IPA), proto-myofibroblastic transformation (IPA), degradation of ECM (R-MMU-1474228.1), chemokine signaling (mmu04062) and leukocyte transendothelial migration (mmu04670) (See Fig. 3; Supplementary Fig. S5). We applied the following criteria to select candidate genes: significance of q-value (vs. untreated MEFs), pathways membership (representativeness of meaningful biological processes), importance of the fold change (vs. untreated MEFs), distinctiveness of the 2 prototypic polarizations (i.e., up-regulated in one and down-regulated in the other), and if applicable the identification of the corresponding protein in the LC–MS/MS approach. 

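Calls in opposite directions were a minority among the probes that responded to both cytokines. Of the 1554 probes called in both comparisons, 401 were higher with TNFα and with TGFß1, 966 were lower with both, and 187 moved in opposite directions. The percentage with the same direction was 88.0%, and 87.1% to 89.9% over the unpaired alternatives that keep all arrays of the groups compared. With the slide in the model, 896 of 2221 shared calls were higher with both, 1083 lower with both and 242 opposite. With the run of label numbers as a further block, both chosen after seeing the data, 2846 calls were shared. The comparisons share the 3 control arrays. Responses shuffled across probes and measured against the same simulated controls gave 56.2%. With TNFα compared with the IL-6 arrays and TGFß1 with the controls, so that no array is shared, a test chosen after seeing the data, 1340 calls were shared and 82.7% had the same direction, where independent calls would give 51.6%. The number of shared calls was 790 when no filter on dim probes was applied, 788 without TNFα 4 and 956 without control 11, and the percentage was 84.0% without TNFα 4. Within the 26 genes that the paper selected, 9 were called in opposite directions. These were *C3*, *Ccl2*, *Cxcl1*, *Cxcl5*, *Icam1*, *Dcn* and *Mmp3*, higher with TNFα and lower with TGFß1, and *Col5a1* and *Itga11*, lower with TNFα and higher with TGFß1. Only *Col5a3* was called higher with both, 12 genes were called in 1 of the comparisons, and 4 in neither. With the slide in the model, *Col1a1* joined the opposite calls and *Tgfb1* the genes called higher with both, so that 10 and 2 genes were called in this way, 13 in 1 comparison and 1 in neither. With the runs in the model as well, 9 genes were called in opposite directions, 5 higher with both (*Timp1*, *Col5a3*, *Jag1*, *Pcolce2* and *Tgfb1*) and 12 in 1 comparison.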

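*Fn1* (NM_010233) had a log2 fold-change of 0.81 (standard error 0.20, q = 0.0227) with TGFß1, higher on 3 of 3 arrays than on any control array. The other 2 probes of the gene, at 0.83 and 0.88, were not called. The first probe was called in 8 of the 12 unpaired alternatives that keep all arrays of the groups compared, 1 of them chosen after seeing the data, where q ranged from 0.00883 to 0.117, and lost the call without control 11, TGFß1 2 or TGFß1 7; its log2 fold-change was 0.66 without TGFß1 7. With TNFα it was not called (-0.36, q = 0.309), and it was lower with TNFα than with TGFß1 in the direct test (-1.17, q = 0.00578). *Il6* (NM_031168) had a log2 fold-change of 0.00 (q = 1.00) with TNFα and of -0.98 (standard error 0.27, q = 0.0352) with TGFß1. The gene's other probe (-1.29) was not called. The call was lost in 3 of the 12 alternatives, where q ranged from 0.0185 to 0.102, and without control 6, control 11, TGFß1 2 or TGFß1 12; the log2 fold-change was -0.76 without TGFß1 2. *Tgfb1* (NM_011577) had a log2 fold-change of 1.60 (standard error 0.30, q = 0.00743) with TGFß1. With TNFα it was not called (0.82, q = 0.129, q from 0.0117 to 0.291 over the alternatives), although all 3 TNFα arrays lay above all control arrays and another probe of the gene was called (1.11). It was called with TNFα with the slide in the model (0.99, q = 0.0276) and with the runs of label numbers and the slide (0.96, q = 0.00177), a fit chosen after seeing the data. *Timp1* (NM_001044384) was called in neither comparison, with a log2 fold-change of 0.57 (q = 0.303) with TNFα and of 0.97 (q = 0.0565) with TGFß1. Over the alternatives its q with TGFß1 ranged from 0.00648 to 0.136, and it was called in 7 of 12. With the runs and the slide in the model it was called with both, at 0.74 (q = 0.00748) with TNFα and 1.15 (q = 0.00137) with TGFß1, and with the runs alone it was called with TGFß1 (q = 0.0402). Neither *Tgfb1* (-0.77, q = 0.143) nor *Timp1* (-0.40, q = 0.489) differed between the cytokines in the direct test. *Tgfb1* was called there in 4 of the 12 alternatives (q from 0.0251 to 0.319), among them the slide in the model (q = 0.0473), and with the runs and the slide (q = 0.00198), while *Timp1* was not. *Acta2* was called in no unpaired comparison, and was called with TNFα (0.59, q = 0.0271) with the runs and the slide in the model. *Col1a1* was called lower with TNFα and was not called with TGFß1. Exceptions with TGFß1 were the fit with the runs alone (0.61, q = 0.0160), 6 of the 12 alternatives, and the fit without control 6 (0.73).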

The conventional markers (*Acta2*, *Fn1*, *Col1a1*, *Tgfß1*, *IL6, Timp1*) were systematically included. The full gene set was composed of: *C3*, *Ccl2*, *Cxcl1*, *Cxcl5*, *Icam1* (chemoattraction); *Dcn*, *Il6*, *Tnfα, Sod2* (acute phase response signaling pathway)*; Mmp3 (*ECM degradation); *Tfpi2*, *Timp1 (*regulation of ECM degradation)*; Col1a1*, *Col5a1*, *Col5a3*, *Col7a1* (collagens); *Fn1, Jag1*, *Loxl3*, *Pcolce2, TGFß1, Dcn* (ECM organization)*; Itga5*, *Itgb3* (ECM binding); *Acta2*, *Itga11*, *Tagln* (myofibroblastic transformation) (See Fig. 4a). 

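All 26 genes had a tested probe. With TNFα, 12 were called, 9 higher and 3 lower, and with TGFß1, 20 were called, 12 higher and 8 lower. Adjusted over the list alone, 13 and 23 genes passed, which is not independent evidence because the study chose the genes on these arrays. In the direct test of TNFα against TGFß1, 22 genes differed (23 adjusted over the list alone), and *Tnf*, *Timp1*, *Tgfb1* and *Acta2* did not. The call of *Il6* in this test (0.98, q = 0.0492) was lost in 7 of the 12 unpaired alternatives that keep all arrays of the groups compared (q from 0.0274 to 0.184) and in 5 of the 6 fits with 1 array left out, and that of *Tagln* in 3 of the 6. For every gene called against control, all 3 treated arrays lay on 1 side of all 3 control arrays. With the slide in the model, 14, 23 and 23 genes were called, and 18, 22 and 23 with the runs of label numbers and the slide, a fit chosen after seeing the data. Leaving out 1 array gave 8 (without TNFα 4) to 11 genes with TNFα, 16 (without TGFß1 2) to 19 genes with TGFß1 and 19 to 20 genes in the direct test. Among the chemoattraction genes, *Icam1* (NM_010493) rose most with TNFα, with a log2 fold-change of 5.92 (standard error 0.25, q = 1.39e-05), and another probe of the gene gave 4.82. With TGFß1 it was above background on none of the 3 arrays and at least 3.09-fold lower, while its other probe was not called (-0.42). The other chemoattraction genes, *C3*, *Ccl2*, *Cxcl1* and *Cxcl5*, had log2 fold-changes of 2.55 to 4.05 with TNFα and of -4.10 to -1.98 with TGFß1. *Sod2* was called with TNFα (1.53) and not with TGFß1 (0.27, q = 0.191). *Tnf* was called in neither (1.04, q = 0.160 and 0.50, q = 0.433), but was called with TNFα in 3 of the 12 unpaired alternatives that keep all arrays of the groups compared (q from 0.00946 to 0.341), with the slide in the model at 0.71 (q = 0.00946), and with the runs and the slide at 0.70 (q = 0.00398). Among the genes of ECM organization, *Jag1* (NM_013822) rose with TGFß1 by a log2 fold-change of 5.86 (standard error 0.40, q = 1.38e-04), followed by *Pcolce2* at 5.80, and neither was called with TNFα (0.71, q = 0.321 and 1.48, q = 0.142), although *Pcolce2* was called without TNFα 9 (2.06). With the runs and the slide in the model both were called with TNFα, at 0.79 (q = 0.0213) and 1.62 (q = 0.00349), and *Pcolce2* also with the runs alone (q = 0.0165). *Loxl3* was called in neither comparison (-0.19 with TNFα and 0.68, q = 0.0806, with TGFß1), but was called with TGFß1 in 5 of the 12 alternatives (q from 0.00499 to 0.192), with the slide in the model at 0.85 (q = 0.00499), and with the runs and the slide at 0.83 (q = 0.00621). Its call in the direct test (-0.88, q = 0.0500) was lost in each fit with 1 array left out and with the runs alone (q = 0.0585). With TGFß1, *Tfpi2* was at least 8.79-fold higher than on the control arrays, where it was not above background, *Col7a1* rose by 1.95 on the log2 scale, *Itga5* by 1.58, *Itgb3* by 1.97 and *Itga11* by 1.77. *Tagln* rose by 1.70 (q = 0.0269), a call that was lost in each fit with 1 array left out except that without control 11, with 1.24 without control 6. *Itga11* fell by 2.19 on the log2 scale with TNFα.

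**Figure D2:**
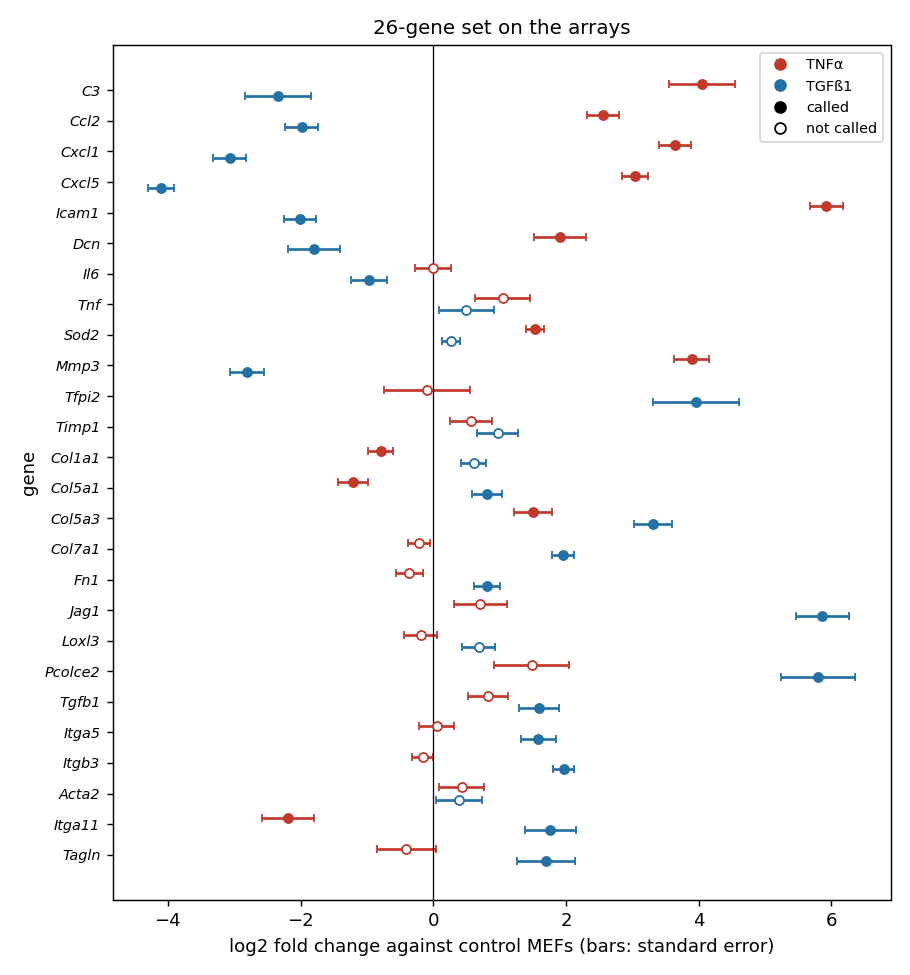
Log2 fold-change against control of the 26 genes of the set, with standard errors from limma (3 arrays per group), with TNFα in red and TGFß1 in blue. Filled points were called at a q-value below 0.05 and an absolute fold-change of at least 1.5, and open points were not. *Icam1* with TNFα lies at 5.92, the highest TNFα value, and *Jag1* with TGFß1 at 5.86, the highest TGFß1 value.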

The Spearman coefficients between the gene set expression assessed by RNA microarray and by RT-qPCR were high (range from 0.90 to 0.98) suggesting a very good correlation between the two methods. PCA showed that the gene signature assessed by RT-qPCR was able to separate the two polarizations of fibroblasts as accurately as RNA microarray did (See Fig. 4b–d; Supplementary Figs. S6–S7). 

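In the RNA microarrays, the PCA of the 26 genes, each centred and scaled to unit variance over the 9 arrays, held 70.4% of the variance on the first component and 17.3% on the second. The largest distance between arrays of the same group was 3.13 and the smallest distance between arrays of different groups was 4.93, a ratio of 1.58, so the groups lay further apart than their own replicates. Without scaling the ratio was 3.44. With the slide difference fitted together with the groups and removed, a step chosen after seeing the data, it was 2.88. That step could widen the separation by itself. Leaving out 1 array gave ratios between 1.41 (without control 1) and 2.51 (without control 6). The genes were chosen on these arrays, and values from RT-qPCR were not analysed here.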

We further analyzed the protein expression of some of these candidate markers either by ELISA assays in supernatant samples (MMP3, CXCL1) or by Western blot (COL1A1, α-SMA, JAG1, DCN). The results were consistent with the gene expression (See Fig. 4e–h; Supplementary Figs. S8–S10).

**Figure 3:**
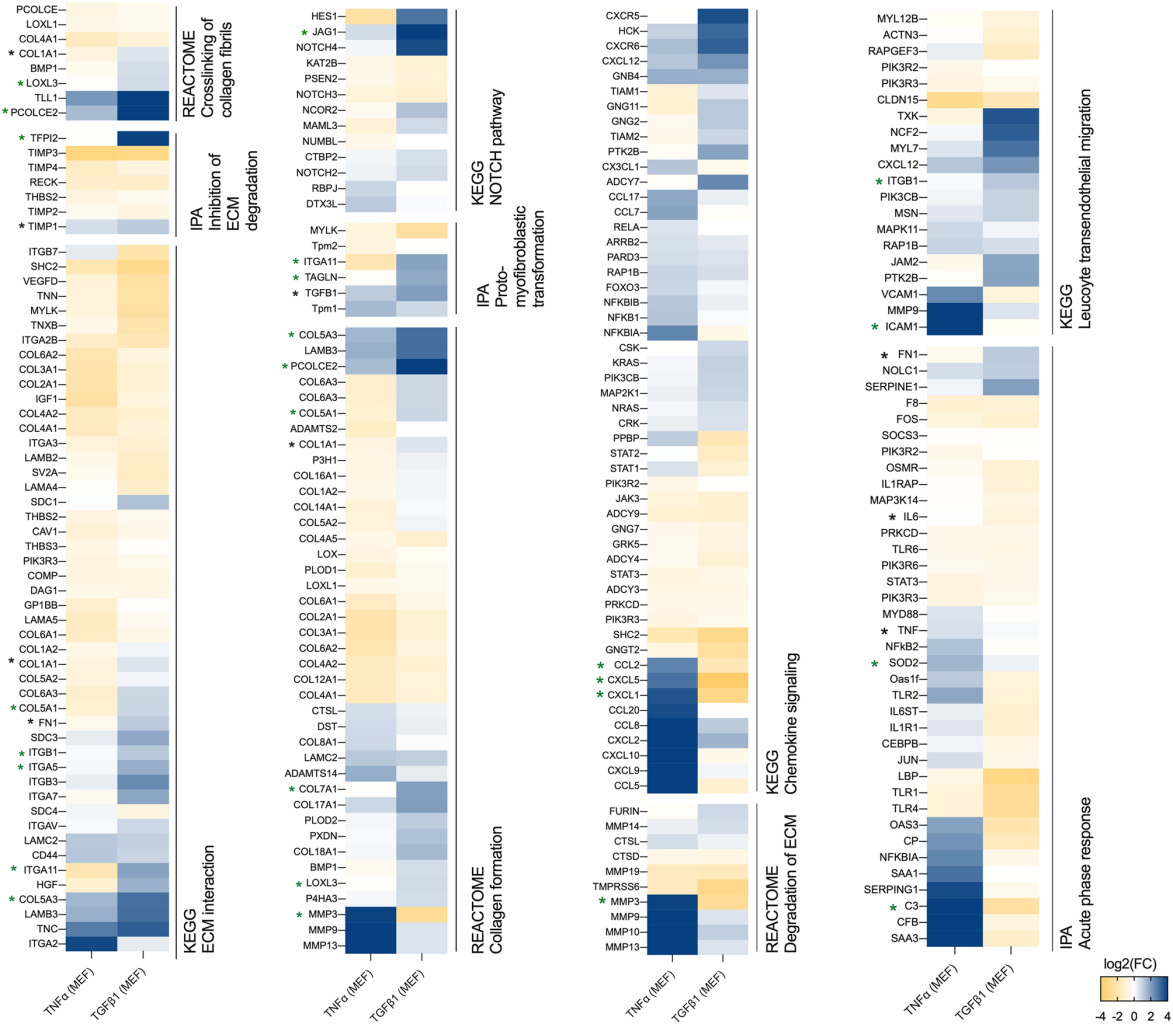
Gene expression of pathways related to the inflammatory response and to ECM organization in TGFß1- and TNFα-treated MEFs. Gene expression of pathways in TGFß1- and TNFα-treated MEFs expressed as log2 (Fold change vs. controls) assessed by RNA microarrays. Gene lists come from molecular signatures database (MSigDB) (http://software.broadinstitute.org/gsea/msigdb/index.jsp) and Ingenuity Pathway Analysis (Qiagen, Inc) (https://digitalinsights.qiagen.com). Only significant genes are presented in heatmaps (q-value < 0.05) generated using Prism (https://www.graphpad.com/scientific-software/prism/). Candidate genes and classical genes are respectively marked with green or black mark.

**Figure 4:**
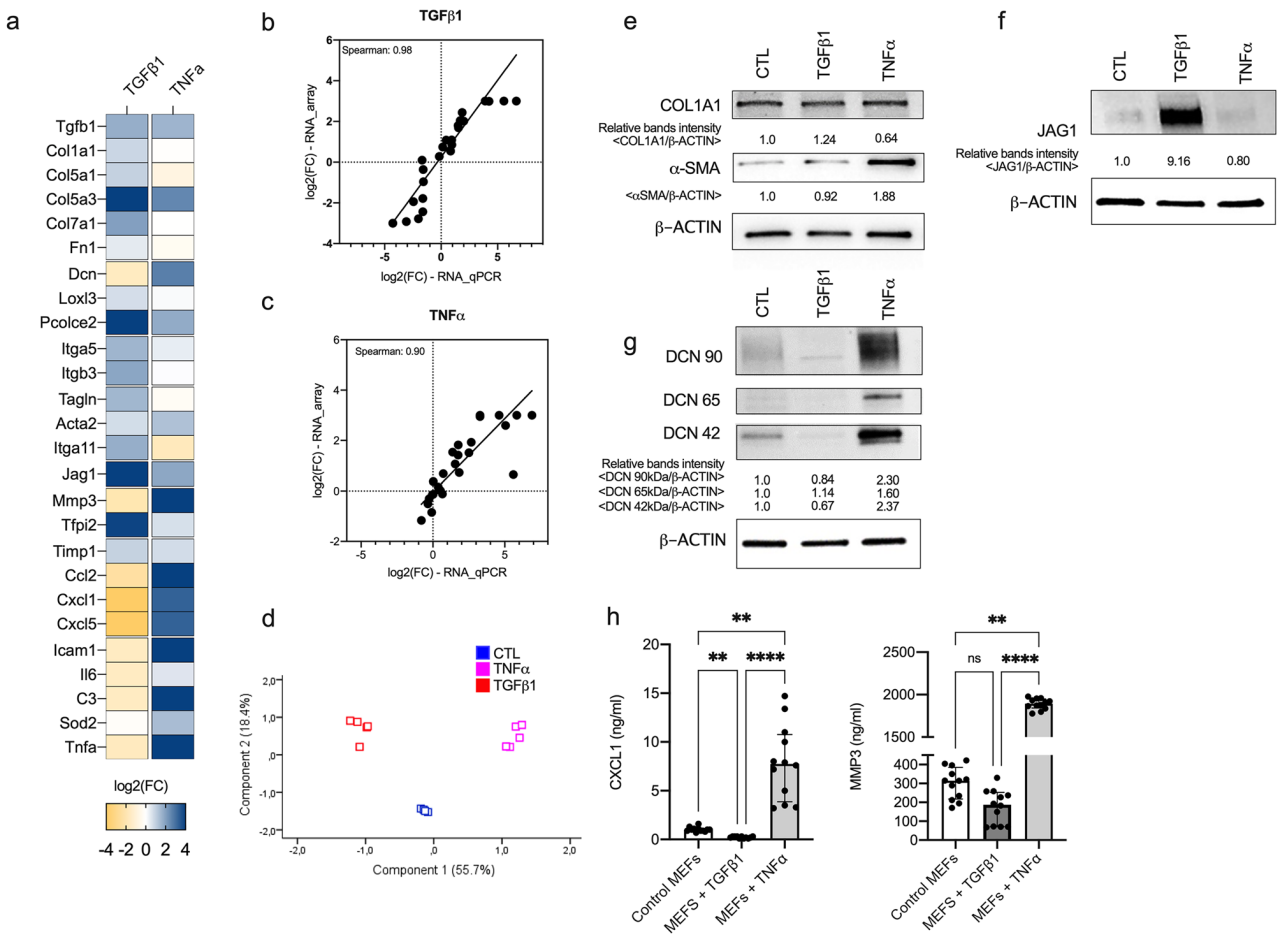
Gene signature expression. (**a**) Genes of gene set differentially expressed in TNFα-treated, TGFß1-treated MEFs compared to control MEFs assessed by RT-qPCR. Fold changes are log2-transformed and expressed as a double gradient colormap. Log2 values of fold changes are censored at − 4 or 4 for better viewing. (**b**–**c**) Spearman correlations of genes expressed as log2(FC) assessed by RNA microarray (at 24 h) and by RT-qPCR (at 24 h) in TGFß1- (**b**) and TNFα-treated (**c**) MEFs compared to control MEFs. (**d**) Principal component analysis of MEFs (controls, treated by TGFß1 or TNFα) assessed by RT-qPCR. (**e**–**g**) Western Blot analysis of level of COL1A1 (**e**), αSMA (**e**), JAG1 (**f**), and DCN (**g**) in control, TGFß1- and TNFα-treated MEFs. Intensities of specific bands was measured by densitometry. ß-ACTIN was used for normalization of data. Experiment is representative of n = 3 independent experiments. Full unedited Western Blot are provided in supplementary Figs. S8–S10. (**h**) Quantification of CXCL1 (ng/ml) and MMP3 (ng/ml) in the supernatant sample (n = 12/group; 3 independent experiments). Numbers are expressed as median with IQR.

### Gene signature application in an experimental murine model of inflammation-mediated fibrosis

Repeated intradermal HOCl injections induced dermal inflammation and fibrosis in a time-dependent manner based on the oxidative stress theory^18^ (See Fig. 5a). Skin biopsy samples were performed at early stage (day 7—“inflammatory” stage, n = 84/group) and late stage (day 42—“fibrotic” stage, n = 84/group, 2 independent experiments).

**Figure 5:**
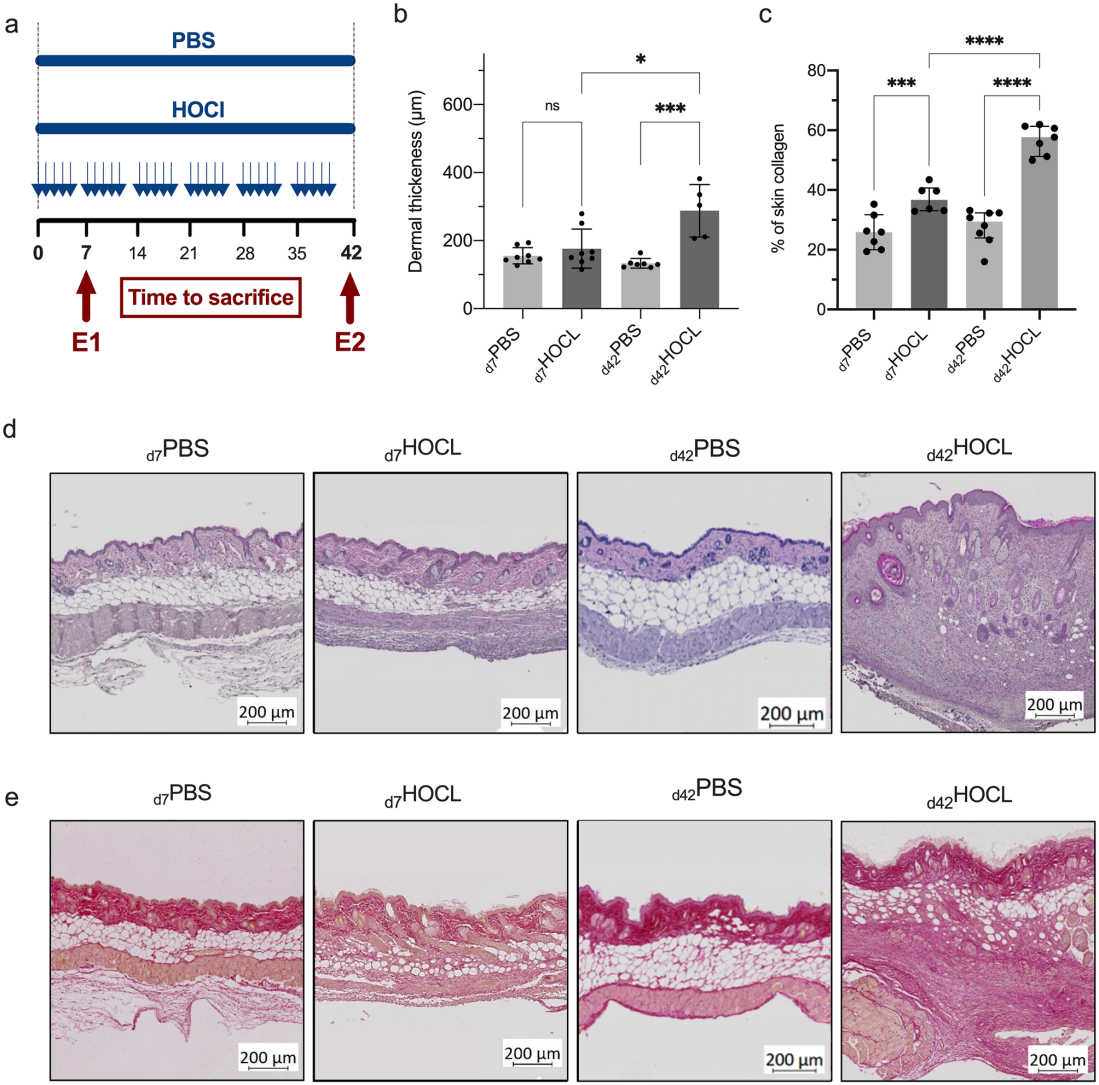
Inflammation-mediated fibrosis model. (**a**) Experimental procedure and sample collection times. Two independent experiments: E1 at the inflammatory stage (early stage); E2 at the fibrotic stage (late stage); (**b**) Dermal thickness estimated by measuring the distance between the dermoepidermal junction and the junction between the dermis and subcutaneous fat at 20X magnification using ImageJ morphometric software. Twenty random measurements were performed per section. (**c**) Collagen deposition in the skin evaluated using Picrosirius red staining expressed as % of the area occupied by collagen. (**d**) Representative sections of skin samples from PBS mice and HOCl mice under light microscopy after HE staining. (**e**) Representative sections of skin samples from PBS mice and HOCl mice at each time point, observed by light microscopy after staining with Picrosirius red. Medians with IQR are shown.

First, we confirmed the proper induction of an inflammation-mediated fibrosis by investigating histological features. In PBS mice, we observed no significant increase of dermal thickness over time. In HOCl mice, the dermal thickness gradually increased from day 7 (median [IQR] = 156.0 µm [140.5; 230.0] vs. 148.5 µm [139.3; 180.8] in PBS, *p* = 0.67) to day 42 (304.0 µm [209.0; 358.5] vs. 130.0 µm [122.0; 134.0] in PBS, *p* < 0.001) (See Fig. 5b). Histology showed a strong collagen deposition in the skin of HOCl mice compared to PBS mice at day 7 (mean ± SD = 37.1% ± 4.4 vs. 25.9% ± 5.9, *p* = 0.004), increasing progressively over time in HOCl mice (at day 42: 56% ± 4.9 vs. 27.7 ± 5.9 in PBS) (See Fig. 5c). At day 42 in HOCl mice, we observed a loss of normal skin architecture in accordance with skin fibrosis at the late stage (See Fig. 5d–e). The percentage of leukocytes among all skin cells was higher in HOCl mice compared to PBS mice on day 7 (mean ± SD = 33.7% ± 9.5 vs 13.0% ± 4.7, respectively, *p* = 0.002), then gradually decreased at day 42 (14.3% ± 7.1 vs 8.3% ± 4.0, respectively, *p* = 0.14) in line with an early inflammatory stage (n = 4–5/group).

We investigated the gene signature expression of dMPFs isolated from skin biopsy samples. At day 7, we observed a proinflammatory polarization of dMPFs in _d7_HOCL mice (n = 4, 1 experiment) compared to _d7_PBS mice (n = 4, 1 experiment) characterized by: (i) the over-expression of the genes related to chemoattraction, acute phase response signaling and ECM degradation; and (ii) the down-expression of the genes related to ECM biosynthesis and myofibroblast transformation. *Tnf*α was under-expressed in _d7_HOCL mice compared to _d7_PBS mice. At day 42, we observed a mixture of a proinflammatory and profibrotic polarizations of MPFs in _d42_HOCL mice compared to _d42_PBS mice characterized by: (i) few inflammatory features, remaining lower than those observed in _d7_HOCL mice, excepted a marked up-regulation of *Tnf*α expression (*p* < 0.001); (ii) the overexpression of genes related to ECM-biosynthesis and ECM-remodeling; and (iii) the down-expression of genes related to ECM-degradation (See Fig. 6, Supplementary Fig. S11).

**Figure 6:**
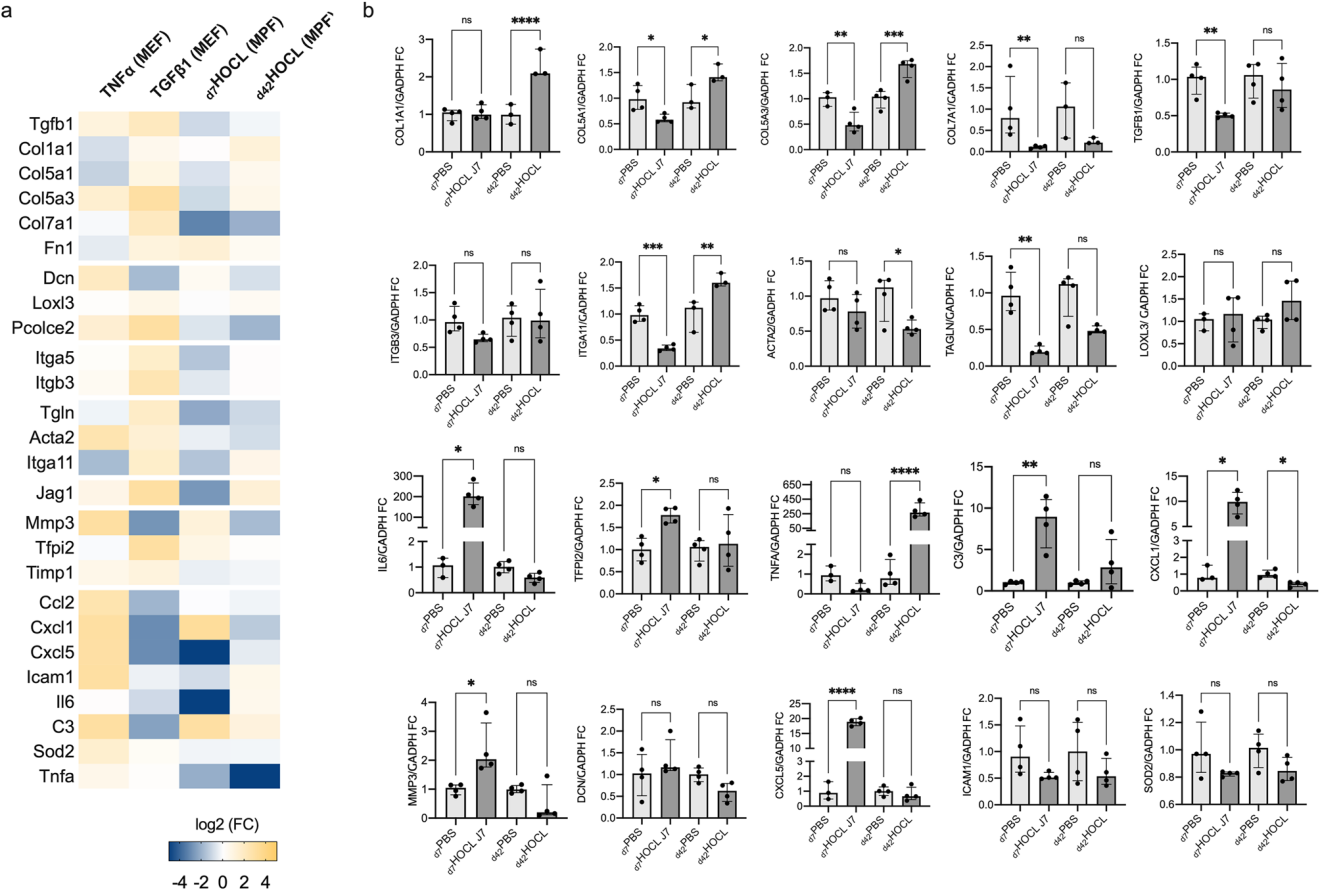
Gene signature expression assessed by RT-qPCR in HOCL mice and in PBS mice at day 7 and day 42. (**a**) Heatmap showing the transcript gene set expression assessed by RT-qPCR from (i) TNFα-treated MEFs (compared to control MEFs), (ii) TGFß1-treated MEFs (compared to control MEFs), (iii) d_7_HOCL MPFs (compared to d_7_PBS MPFs), and (iv) d_42_HOCL MPFs (compared to _d42_PBS MPFs). Fold changes are log2-transformed and expressed as a double gradient colormap. Log2 values of fold changes are censored at -5 or 5 for better viewing. The heatmap was generated using Prism (https://www.graphpad.com/scientific-software/prism/), (**b**) RT-qPCR results. Numbers are expressed as median fold change (IQR) compared to PBS at day 7 or day 42. *P*-value: *** ≤ 0.001, ** ≤ 0.01, * ≤ 0.05. ns: > 0.05.

## Discussion

Nowadays, transcript gene expression of fibroblast polarization is mostly based either on the expression analysis of a few genes with the bias of missing a significant effect due to inaccurate pre-selected targets, or on more in-depth analyzes such as RNA microarrays or RNA sequencing which take time and resources. This study provides an original process to propose a convenient and feasible gene signature to analyze fibroblast polarization.

First, we selected candidate genes by following an original multi-stage pathological process. To induce the profibrotic fibroblast in vitro, we treated MEFs with TGFβ1 conventionally used as a positive control for fibrosis^4,20^. To induce the proinflammatory profile in vitro, we treated MEFs with TNFα which is produced by macrophages during the inflammatory phase of wound healing^21^. The transcript gene expression and the gene ontology analysis associated with the proinflammatory and profibrotic MEFs induced in vitro were consistent with previous data on profibrotic and proinflammatory polarizations of fibroblasts^4,10,22^. We selected the most representative pathways, chose representative genes of each pathway and combined them to illustrate the proinflammatory and profibrotic polarizations. Second, we assessed the gene signature on dMPF isolated from an experimental murine model of inflammation-mediated fibrosis in a time-dependent manner. Maria et al. showed that daily injections of HOCl triggered inflammation and led to cellular polymorphous infiltrates (inflammatory stage), following by a progressive development of established fibrosis, less inflammatory, and made of disorganized collagen fibers destructuring all skin layers^19^. At the inflammatory stage, we observed a proinflammatory polarization of the dMPF, while we observed a mixture of proinflammatory and profibrotic polarization at the fibrotic stage in consistence with the histological findings and the pathogenesis of fibrosis in this model^16–19^.

The gene signature was composed both of conventionally-used genes (sometimes with a low power of discrimination such as *Acta2)* and innovative genes selected based on the importance of the fold change, the membership in meaningful biological processes and on the differential deregulation between the proinflammatory or profibrotic polarizations.

Several studies have shown that the ECM overproduction is not limited to *Acta2* + fibroblasts and that *Acta2* should not be used as a single marker of myofibroblastic transformation^9,10,13,14^. That is the reason why we selected *Tagln*^9,12,14^ and *Itga11* to increase the detection of myofibroblastic transformation^23–25^. In our study, we observed an increased expression of *Acta2* at the level of gene and protein expressions in the two prototypical polarizations, which highlighted that an interpretation based on a few markers could lead to a misinterpretation of fibroblast polarization. It was therefore important to add other features to assess the profibrotic polarization, such as matrix crosslinking, matrix degradation, and matrix microenvironment. 

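On the microarrays, the probe of *Acta2* (NM_007392) with the highest signal had a mean log2 signal, relative to the array's 75th percentile, of 7.67 ± 0.64 (SD, n = 3) in controls, 8.10 ± 0.44 (SD, n = 3) with TNFα and 8.06 ± 0.29 (SD, n = 3) with TGFß1. The log2 fold-change was 0.43 (standard error 0.34, q = 0.488 in limma's test) with TNFα and 0.39 (standard error 0.34, q = 0.452) with TGFß1, and neither was called. In both cases the treated and control arrays overlapped. The gene has another 2 probes on the array, with log2 fold-changes of 0.16 and 0.93 with TNFα and of 0.46 and 0.89 with TGFß1, and none of these was called. In each of the 12 unpaired alternatives that keep all arrays of the groups compared, the change against control was positive and not called, with q from 0.0944 to 0.775 for TNFα and from 0.0786 to 0.686 for TGFß1. The smallest of these q-values came with the slide in the model, where the log2 fold-changes were 0.64 and 0.60. With the runs of label numbers as a further block, a fit chosen after seeing the data, *Acta2* was called with TNFα (0.59, standard error 0.14, q = 0.0271), and with TGFß1 it was at 0.55 (q = 0.0228), under the fold-change threshold. With 1 array left out, the fold-change stayed positive, at 0.11 to 0.77 over both comparisons. TNFα and TGFß1 did not differ (log2 fold-change 0.04, q = 0.968). Protein values were not analysed here.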

Matrix crosslinking regulate matrix stiffness^26–28^. Lysyl oxidases (LOXs) and lysyl oxidase‐like 1‐4 (LOXL 1‐4) are a group of enzymes that catalyzes cross-linking of collagens, thereby rendering these matrix proteins unable to be degraded. They have been shown to be positively correlated with fibrosis in numerous organs including kidney, heart, liver, and lung^10,11,27,29,30^. Additionally, recent studies have shown that LOX(L) inhibition can lead to reduction in activated fibroblasts, in collagen content and in crosslink formation, making *Loxl3* a marker of interest^31,32^. Degradation and inhibition of the degradation of the ECM should be also considered to explore fibroblast polarization. We selected *Mmp3* and 2 inhibitors of MMPs to assess this balance. A potent inhibitor of metalloproteases is *Tfpi2* which cleaves the serine proteases involved in the cleavage of biologically active pro-MMPs. *Timp1* is one of the other major inhibitors of metalloproteases overexpressed in fibrotic diseases^33^. The ECM is a very complex three-dimensional structure that is not only limited to a mechanical support role but whose elements are also involved in various signaling pathways and cellular processes, including inflammation, proliferation, apoptosis, and angiogenesis. Among these elements, proteoglycans critically provide structure to the ECM, but also regulate many signaling pathways, such as growth factors, cytokines, chemokines, and matrix-cell contacts^6,26,34^. Decorin is a crucial proteoglycan, also called “the guardian from the matrix”, that “decorates” collagen fibrils and regulates the cell cycle by trapping TGFß^34,35^. Decorin has also the ability to act as a pan-receptor inhibitor of tyrosin kinases, including epidermal growth factor receptor, vascular endothelial growth factor receptor 2, mesenchymal-epithelial transition factor receptor; thus restraining angiogenesis^26,36^. The selection of decorin brings new insights in the assessment of fibroblast polarization.

In a work on primary murine fibroblasts isolated from healthy lung or experimental pulmonary fibrosis, Akamatsu et al. showed that: (i) “inflammatory” fibroblasts significantly overexpressed genes associated with collagens and chemokines compared to quiescent fibroblasts; (ii) myofibroblasts overexpressed genes associated with ECM- synthesis and crosslinking, and underexpressed genes associated with chemokines compared to quiescent fibroblasts^10^. We selected several relevant inflammatory markers which have already been reported at the inflammatory phase of wound healing and of bleomycin-induced alveolitis to assess the inflammatory features associated with proinflammatory polarization^10,21^.

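In the microarrays of treated MEFs, *Col1a1* (NM_007742) had a log2 fold-change of -0.79 (standard error 0.19, q = 0.0337 in limma's test) with TNFα, lower on 3 of 3 TNFα arrays than on any control array. Its other 2 probes gave -1.38, which was called, and -0.39, which was not. The call was lost in 2 of the 12 unpaired alternatives that keep all arrays of the groups compared, where q ranged from 0.0100 to 0.103, and when any array but control 1 was left out, with a log2 fold-change of -0.67 without control 6. With TGFß1, *Col1a1* had a log2 fold-change of 0.61 (standard error 0.19, q = 0.0541), higher on 3 of 3 arrays, and was not called. It was called in 6 of the 12 alternatives, where q ranged from 0.0366 to 0.268, and without control 6, at 0.73. With the runs of label numbers as a block, chosen after seeing the data, it was called (q = 0.0160), and with the slide as well it lay at 0.57 (q = 0.00582), under the fold-change threshold. *Col5a1* (NM_015734) had a log2 fold-change of -1.21 (standard error 0.22, q = 0.0118) with TNFα, lower on 3 of 3 arrays, a call that was lost without TNFα 4 (-1.06). With TGFß1 it had a log2 fold-change of 0.81 (standard error 0.22, q = 0.0351), higher on 3 of 3 arrays. This call was lost in 4 of the 12 alternatives, where q ranged from 0.0192 to 0.113, and in 5 of the 6 fits with 1 array left out, with a log2 fold-change of 0.64 without TGFß1 7. Both genes were lower with TNFα than with TGFß1 in limma's direct test, *Col1a1* at -1.40 (q = 0.00194) and *Col5a1* at -2.02 (q = 6.87e-04) on the log2 scale. RT-qPCR, Western blot and mouse values of these genes were not analysed here.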

Previous studies on murine fibroblasts showed *Col1a1* and *Col5a1* were overexpressed both in inflammatory fibroblasts and in myofibroblasts^12,14^, which is consistent with our results. Some collagens seem to be preferentially expressed in myofibroblasts (*Col7a1*) or inflammatory fibroblasts (*Col5a3*, *Col14a1*)^14^. We have therefore selected several types of collagens to better describe this heterogeneity. In a single-cell analysis performed at day 21 in a mouse model of pulmonary fibrosis induced by bleomycin, Xie et al. identified two subclusters among *Col1a1* + fibroblasts: *Col13a1* matrix fibroblasts with profibrotic features and *Col14a1* matrix fibroblasts with proinflammatory features such as up-regulation of *Col5a3*, *Cxcl12*, *Mmp3* and *Dcn*^14^*.* These results are very consistent with features of proinflammatory and profibrotic polarizations delineated by our gene signature, while the gene expression of *Col14a1* and *Col13a1* were not significant in this study. 

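In the arrays of treated MEFs, *Mmp3* (NM_010809) had a log2 fold-change of 3.89 (standard error 0.26, q = 1.16e-04 in limma's test) with TNFα and of -2.81 with TGFß1. *Dcn* (NM_007833) had a log2 fold-change of 1.91 (standard error 0.39, q = 0.0174) with TNFα and of -1.80 (q = 0.0131) with TGFß1. The call of *Dcn* with TNFα was lost when control 1, control 11, TNFα 4 or TNFα 9 was left out, with a log2 fold-change of 1.65 without control 11. *Col5a3* (NM_016919) rose with both cytokines, by a log2 fold-change of 1.50 (standard error 0.29, q = 0.0139) with TNFα and of 3.31 (standard error 0.29, q = 2.79e-04) with TGFß1. Its call with TNFα was lost without control 11 (1.37) or TNFα 4 (1.43). It was lower with TNFα than with TGFß1 in the direct test (-1.81, q = 0.00412). *Cxcl12* (NM_001012477) had a log2 fold-change of 2.08 (standard error 0.28, q = 0.00174) with TGFß1. With TNFα it was 1.05 (standard error 0.28, q = 0.0502) and not called, although all 3 TNFα arrays lay above all control arrays. It was called in 8 of the 12 unpaired alternatives that keep all arrays of the groups compared, where q ranged from 0.00155 to 0.130, without control 1, at 1.26, and with the runs of label numbers and the slide in the model (q = 0.00445), a fit chosen after seeing the data. Another probe of the gene gave 0.03 with TNFα and 0.67 with TGFß1, where it was called. In the direct test, *Cxcl12* was lower with TNFα (-1.03, q = 0.0461, q from 0.00199 to 0.118 over the alternatives), a call lost when any 1 of the 6 arrays was left out (-0.84 without TGFß1 7) and with the runs alone in the model (q = 0.0857). *Col14a1* (NM_181277) was above background on 2 of the 3 TNFα arrays, with a log2 fold-change of -0.74 (standard error 0.48, q = 0.395) with TNFα and of 0.46 (standard error 0.48, q = 0.537) with TGFß1, and was not called. With the slide in the model it was called lower with TNFα (-1.12, q = 0.00945, q from 0.00631 to 0.683 over the alternatives), as it was with the runs and the slide (-1.11, q = 0.00233). The probe of *Col13a1* (NM_007731) was not above background on any array and was not tested.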

Overall, our results suggest that this gene signature could be meaningful, and the small size of the gene list makes it a convenient way to precisely assess fibroblast polarizations, for example to screen drugs. An analysis based solely on the conventionally-used genes would not have illustrated neither the importance of the proinflammatory features of fibroblasts at d7 (*Il6*, but also chemoattraction factors), nor the profibrotic multidimensional features of fibroblasts at d42 (activating of *Notch* pathway, proto-myofibroblastic transformation, ECM biosynthesis, negative regulation of ECM degradation). Our work has some limitations. We developed the gene signature from gene expression of MEFs. Our application on dMPFs confirms its applicability, but further work will be necessary to assess its interest in other organs and in tumoral microenvironment. Indeed, we did not assess the gene signature to explore cancer associated fibroblast (CAF) polarization. However, single cell RNA sequencing of several cancer types demonstrated the presence of transcriptionally distinct CAF population^37,38^. Across various cancer types, myofibroblastic (αSMA-high) CAFs are associated with a matrix-producing contractile phenotype, whereas inflammatory (αSMA-low) CAFs are generally specialized in inflammatory cytokine and chemokine secretion^37–40^. Given the similarities between, on the one hand, the profibrotic fibroblast with the myofibroblastic CAF, and one the other hand, the proinflammatory fibroblast with the inflammatory CAF, it could be relevant to explore the CAF polarization in the tumoral microenvironment using the gene signature.

We provide here an original detailed multi-stage process to develop a gene signature to analyze fibroblast polarization, including its confirmation in an experimental model of inflammatory fibrosis. This gene signature will allow to be more precise than the usual single markers currently used and more feasible and convenient that the complex full transcriptomic approach.

## Methods

### Mouse embryonic fibroblasts

#### Cells

MEFs were purchased from American Type Culture Collection (Balb/c/3T3 clone A31, ATCC, MD, USA) and were used between 8 and 15th passages.

#### Reagents and cell cultures

MEFs were cultured in DMEM Glutamax (Dulbecco’s Modified Eagle Medium) supplemented with fetal calf serum (FCS), penicillin, and streptomycin (all from Thermofisher). MEFs (10^5^ cells) alone or stimulated were seeded in 12-well plates for 24 or 72 h. For MEFs stimulation, cells were incubated either with 5 ng/ml of recombinant TGFβ1 (R&D Systems Lille, France) or with 10 ng/ml of recombinant TNFα (R&D Systems Lille, France).

### Experimental murine model of inflammation-mediated fibrosis

#### Animals

Six-week-old female BALB/c mice (Janvier Labs, France) were used in all experiments. Animals were housed in a specific pathogen-free facility, within autoclaved ventilated cages with sterile food and water ad libitum, under constant room temperature and with 12-h day–night cycles. This study was carried out in accordance with the local and national guidelines (directive #68/609 CEE). The protocol was approved by the Regional Ethics Committee on Animal Experimentation.

#### Experimental procedure

Experimental model was induced by daily intradermal injections of 300 μl of an HOCl-generating solution into the shaved backs of mice, using a 27-gauge needle and a 1-ml syringe, as previously described. The HOCl-generating solution was extemporaneously prepared by adding NaClO solution (9.6% as active chlorine) to a 100 mM KH2PO4 solution (pH 6.2). The NaClO amount was determined by measuring the optical density (OD) of the solution at 280 nm, and then adjusted to obtain an OD between 0.7 and 0.9. Control mice received injections of 300 μl of sterilized phosphate-buffered saline (PBS).

#### Sample collection

Mice were sacrificed by cervical dislocation under deep CO2 anesthesia at either day 7 (inflammatory stage) or day 42 (fibrotic stage) after the first injection. Skin samples were collected at the time of euthanasia near the injection site.

#### Dermal mouse primary fibroblasts culture

To isolate dMPFs, the skin was harvested, minced into small pieces, and incubated in PBS containing dispase II (5 mg/ml) overnight at 4 °C. After removing epidermis, the dermis was incubated in 1X PBS containing collagenase IV (4 mg/ml) for 1 h. Cells were pelleted by centrifugation, washed twice, and grown in DMEM containing 10% FBS. Cells were used at the second passage.

#### Histological evaluation

Skin samples embedded in paraffin were sliced into serial 4-μm sections. Dermal thickness at the injection site was assessed by performing a hematoxylin eosin (HE) staining and measuring the distance between the epidermal–dermal junction and the dermal–subcutaneous fat junction at a 20-fold magnification using the ImageJ software (U.S. National Institute of Health) (https://imagej.nih.gov/ij/index.html). Twenty random measurements per section were performed by two blinded investigators and averaged for each section.

#### Measurement of collagen deposition

Collagen deposition in the skin was evaluated using Picrosirius red staining. The color was prepared by a 5-min bath of hematoxylin diluted 1/3 in water (Bio Optical). A 60 min bath of Picrosirius Red, which specifically dyes collagen fibers, was then carried out, obtained by mixing Direct red 80 (Sigma Aldrich) diluted to 1% in saturated picric acid (Sigma Aldrich). The sections were mounted between slide and coverslips and acquired under an automated microscope as described above, then analyzed using the ImageJ software (U.S. National Institute of Health) (https://imagej.nih.gov/ij/index.html). A semi-quantitative analysis of the collagen deposition was performed using a method of Color deconvolution and the area occupied by collagen was quantified (expressed in %).

#### Leukocytes count in skin sample

After collection, the skin biopsies were digested with type II dispase (1 mg/mL to 1.88 units/mL) and type IV collagenase (0.5 mg/mL to 215 units/mL) for 2h30 at 37 °C. The suspension was then centrifuged at 300 g for 10 min. Cell counting was performed by flow cytometry (NaviosTM, Beckman Coulter) using calibrated beads (Flow-Count Fluorospheres, cat. # 7547053, Beckman Coulter). 50 μL of cell suspension were incubated with 2 μL of anti-murine Fc receptor antibody (Fc block, BD Pharmingen) for 5 min at 4 °C. They were then incubated with 5 μL of CD45-APC (Biolegend) for 20 min at 4 °C. The samples were then incubated with 2.5 µL of propidium iodide (Bioscience) for 5 min at 4 °C. Data were analyzed using Kaluza Analysis software (Beckman coulter, version 2.1) (https://www.beckman.fr/flow-cytometry/software/kaluza).

### Evaluation of polarizations of fibroblasts

#### Gene expression analysis using RNA microarray

##### Library preparation and data acquisition

Total RNA yield and quality were assessed on the Agilent 2100 bioanalyzer (Agilent Technologies. Massy, France). One color whole Mouse (074809_D_F_20171030 design) 60-mer oligonucleotides 8 × 60 k microarrays (Agilent Technologies) were used to analyze gene expression. cRNA labelling, hybridization and detection were carried out according to supplier’s instructions (Agilent Technologies). For each microarray, Cyanine 3-labeled cRNA were synthesized with the low input QuickAmp labeling kit from 50 ng of total RNA. RNA Spike-In were added to all tubes and used as positive controls of labelling and amplification steps. The labelled cRNA were purified and 600 ng of each cRNA were then hybridized and washed following manufacturer’s instructions. Microarrays were scanned on an Agilent G2505C scanner and data extracted using Agilent Feature Extraction Software© (FE version 10.7.3.1). Microarray data have been submitted to the GEO database under the accession number GSE191223.

##### RNA microarray data analysis

We analyzed RNA microarray data using Linear Models for Microarray Analysis (LIMMA) package in R software (version R 3.6.0) (https://www.r-project.org) to identify genes that were expressed differentially between datasets. The threshold for statistical significance was set to q-value (Benjamini–Hochberg false discovery rate (FDR) at < 0.05. Normalization with Z-score was determined, and hierarchical clustering was constructed with Euclidean distance.

#### Protein identification using LC–MS/MS

##### Sample preparation and LC–MS/MS Orbitrap eFASP

Samples were prepared using a modified enhanced Filter Aided Sample Preparation (eFASP) in order to increase proteome coverage and sample recovery for quantitative proteomic experiments^41^. LC–MS/MS protein analysis was performed on an Orbitrap Q Exactive plus Mass Spectrometer hyphenated to a U3000 RSLC Microfluidic HPLC System (ThermoFisher Scientific). Detailed procedure is available in the Supplementary file 1.

##### Quantification MaxQuant

Analysis of raw file from LC–MS/MS eFASP digestion data was performed using MaxQuant v1.5.3.30. and Andromeda search engine was used for database searching against the UniProtKB/Swiss-Prot Mouse database (Mus musculus, January 2018, Sequences: 91.097). MaxQuant also contains common contaminates proteins identified in proteomics analysis. MaxQuant analysis included an initial search with a precursor mass tolerance of 20 ppm, a main search precursor mass tolerance of 6 ppm and a fragment mass tolerance of 20 ppm, respectively. Trypsin was selected as an enzyme and 3 missed cleavages are included. Together with variable modifications such as methionine and proline oxidation, deamidation on asparagine or glutamine and serine, threonine phosphorylation, glutamate to pyroglutamate conversion and with the fixed modification carbamidomethyl cysteine. The minimal peptide length was set to six amino acids and the maximum number of missed cleavages to three. The match-between-runs function was used (match time window = 2 min, alignment time window = 20). The FDR was set to 0.01 for both peptide and protein identifications. The proteins identified by the same sets of peptides were grouped and reported as one protein group. Proteomic data have been submitted to the PRIDE database under the accession number PXD034078.

##### Bioinformatic treatment by Perseus

The statistics were calculated using Perseus software (version 1.60.2. Max Planck Institute of Biochemistry, Martinsried, Germany) (https://maxquant.net/perseus/)^42^. The MaxQuant data were filtered for reverse proteins identifications (false positives), contaminants, and proteins “only identified by site”. The label free intensities were transformed in log2 then the data were filtered with x valid values in at least one group. The missing data were replaced from normal distribution (width 0.3. down shift 1.8). Significant proteins were determined using a two-sample analysis t-test and multiple sample test with Benjamini–Hochberg FDR at 0.05. Normalization with Z-score was determined, and hierarchical clustering was constructed with Euclidean distance.

#### real-time quantitative PCR (RT-qPCR)

Total RNA was extracted from fibroblasts (MEFs or MPFs) by using a Nucleospin RNA kit (Macherey–Nagel, Hoerdt, France). Detailed procedure and sequence of each primer are available in the Supplementary file 1. All samples were amplified in duplicate. Analysis of relative gene expression data was performed using the 2^−ΔΔCt^ methods, where ΔCt was the difference in crossing points between housekeeping gene (*Gapdh*) and gene tested.

#### Western blotting

Cells were lysed using RIPA Buffer (Tris 50 mM; NACl 150 mM; SDS 0.1%; Na Deoxycholate 0.5%; Triton X100 1%) containing EDTA-free protease inhibitors (Roche, Missisauga, Canada), 1 mM PMSF, and 1 mM sodium fluoride. Lysates were clarified at 12000 g for 10 min and supernatants were normalized for protein concentration using the Bio-Rad DC Protein Assay (Bio-Rad, Hercules, CA). 25 μg proteins were separated on a 4–12% SDS-PAGE then transferred to nitrocellulose membrane. After blocking for 1 h in 10% BSA in TBS Tween buffer, membranes were probed with the following antibodies specific for collagen I (1:1000, #MA1-26771Thermofischer scientific), α-SMA (1:5000, ab7817, Abcam), decorin (1:400, #AF1060, R&D systems), jagged1 (1:1000, #70109, Cell Signaling Technology Inc.). Horseradish peroxidase-conjugated secondary antibodies were used at 1:2000 for 1 h then detection was carried out by enhanced chemiluminescence. Optical density of target bands will be determined by using the ImageJ software (U.S. National Institute of Health) (https://imagej.nih.gov/ij/index.html).

#### ELISA assays

CXCL1 and MMP3 protein levels in supernatant samples were assessed in duplicate using ELISA assays (Mouse Total MMP-3 Duoset Elisa, cat. #DY548; Mouse CXCL1 Duoset Elisa, cat. #DY453; R&D systems), at appropriate dilutions. All experiments were conducted according to the manufacturer’s protocols.

#### Ontology annotation and canonical pathway enrichment

To analyze Gene Oncology (GO), REACTOM, and KEGG pathways, we subjected differentially expressed genes (DEGs) (or proteins, DEPs) with cut-off q-value at < 0.05 to the online tool Metascape (http://metascape.org/gp/index.html#/main/step1)^43^. All significant enriched terms (*p*-value < 0.05) were hierarchically clustering into a tree based on Kappa-statistical similarities (threshold > 0.3) among their gene membership. The clusters identified have been named according to the membership. Among the terms within each cluster, some of them (q-value < 0.05) were selected for charting. Molecular signatures database (MSigDB) (http://software.broadinstitute.org/gsea/msigdb/index.jsp) and Ingenuity Pathway Analysis (Qiagen, Inc) (https://digitalinsights.qiagen.com) were used to identify candidate genes in selected gene set.

### Statistical analysis

Values were reported as median ± interquartile range or mean ± SD according to the normality of distribution checked graphically and using the Shapiro–Wilk test. Comparisons of groups were performed using the analysis of variance or the Kruskal–Wallis test. In the case of significance results, the pairwise comparisons were performed. Comparisons were performed using Student t test for gaussian continuous variables and using Mann Whitney U test for non-gaussian continuous variables. Correlation was performed using Spearman correlation. All statistical tests were performed at 2-tailed α level of 0.05. All statistical analyses were performed on Prism (version 9.0.2 GraphPad Software) (https://www.graphpad.com/scientific-software/prism/). Venn’s diagrams were created using Venny^2.1^ (BioinfoGP—Csic) (https://bioinfogp.cnb.csic.es/tools/venny).

### Ethics approval and consent to participate

This study was carried out in accordance with the local and national guidelines (directive #68/609 CEE). The protocol was approved by the Regional Ethics Committee on Animal Experimentation CEEA 75 (Comité d’éthique sur l’expérimentation animale) under the reference number: APAFIS#19603-2020061914271271 v6.

### Additional statement

The study was carried out in compliance with the ARRIVE guidelines.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

Transcriptomics datasets related to this article can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191223, an open-source online data repository hosted at NCBI/GEO. GEO accession number: GSE191223. Proteomic data have been submitted to the PRIDE database under the accession number PXD034078.

## Abbreviations

ECM: Extracellular matrix
DEGs: Differentially expressed genes
DEPs: Differentially expressed proteins
FC: Fold change
FDR: False discovery rate
GO terms: Gene Ontology terms
HOCl: Hypochloric acid
LC–MS/MS: Liquid Chromatography with tandem mass spectrometry
MEF: Mouse embryonic fibroblast
dMPF: Dermal mouse primary fibroblast
PBS: Phosphate-buffered saline

How the deposited data were processed for this re-analysis (not part of the article)

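Gene expression was measured in Mouse Embryonic Fibroblasts (MEFs, an established Balb/c line) on 15 one-color whole Mouse 60-mer oligonucleotide microarrays. The 5 groups of 3 arrays were controls and MEFs treated by TNFα (10 ng/ml), TGFß1 (5 ng/ml), IL-1β (1 ng/ml) or IL-6 (20 ng/ml) with sIL-6Rα (25 ng/ml). The paper reports on the first 3 groups, with a stimulation of 24 h. It does not report on the IL-1β and IL-6 groups, whose doses come from the labels and whose exposure time is not stated for the group. Conditions were taken from the labels, and arrays are called by their condition and the number that opens their label. The labels do not state which arrays share 1 of the 3 independent experiments of the paper, and no pairing was planned. The numbers form 3 runs of 5 (1 to 5, 6 to 10 and 11 to 15), each with 1 array of every group in the same order. Whether arrays of a run deviate together from their group means was checked after seeing the data. With the slide difference removed as well, Pearson's r across probes was 0.114 to 0.671 for the 30 pairs of arrays of the same run and different groups, while 2 of the 60 pairs of different runs had an r over 0.1, and independent noise would give -0.25 to 0.25. Without removing the slide, 12 of the 30 pairs of the same run had an r over 0.1, and 28 of the 60 pairs of different runs. There the runs showed no excess. In the fit of 9 arrays with the slide removed, 8 of 9 pairs of the same run had an r over 0.1. The lowest r of these pairs was 0.0372, where independent noise would give -0.213 to 0.5. The runs were therefore used as a block in an added fit with the slide. A fit with the runs and without the slide was added as well, for which the check gave no such reason. The slide of each array, 1 of 2, was read from the header of its scanner file. Slide 1 held control 1, control 11, TNFα 14, TGFß1 7, IL-1β 5, IL-1β 10, IL-6 3 and IL-6 8, and slide 2 held control 6, TNFα 4, TNFα 9, TGFß1 2, TGFß1 12, IL-1β 15 and IL-6 13.

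The authors labelled RNA with Cyanine 3, with spike-in RNA added to all tubes, scanned the arrays and extracted the spots with Agilent's Feature Extraction software. The scanner files give, for each spot, the processed signal (brightness after the software's background subtraction and spatial detrending, with low signals replaced by a positive surrogate), the median brightness, the local background and quality marks. The table of the whole series holds the same processed signals, with a largest difference of 0. No normalization between arrays is in the values. For the analysis, the paper's text names limma, a q-value threshold of 0.05, an absolute fold-change of 1.5, and a Z-score with Euclidean distance for the heat map, but names no normalization between arrays and no filter on dim probes.

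Each array holds 62976 spots, of which 59305 are not controls, for 56605 distinct probes with 47776 distinct systematic names. Spots marked as non-uniform or as population outliers were left out. The log2 processed signal was averaged over the spots of a probe, and the 75th percentile of each array was subtracted; before this step the 75th percentile lay between 508 and 683. A probe counted as well above background on an array where at least 0.5 of its spots carried this mark of the software, which held for 48.3% to 54.9% of the probes per array. Probes well above background on every array of at least 1 group of a fit were tested, 28806 with the 9 arrays of the groups the paper reports and 29334 with all 15 arrays. Intensities are not counts, so the number of arrays limits the precision. Probes were named through their RefSeq identifiers with a table of the assembly GRCm38.p6, which matched 33767 of the 56605 probes (29686 of 29937 with the prefix NM and 2499 of 2556 with the prefix NR). The array was designed on an older assembly, so no positions are given. A gene with several probes is represented by the probe with the highest mean signal over the 15 arrays.

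Comparisons used limma 3.58.1 in R 4.3.3 (with data.table 1.17.8 and statmod 1.5.0): a linear model per probe, moderated two-sided tests, and Benjamini-Hochberg adjustment over all probes tested. A probe was called at a q-value below 0.05 with an absolute fold-change of at least 1.5. TNFα and TGFß1 were compared with control and with each other in a fit of 9 arrays, and IL-1β and IL-6 with control, and IL-1β with TNFα, in a fit of all 15 arrays. The genes named were fixed by rule as the 26 genes of the paper's set, *Col13a1*, *Col14a1*, *Cxcl12* and *Itgb1*, and in each comparison the 5 largest rises and the 5 largest falls among called probes that have a gene name and whose treated arrays all lie on 1 side of all control arrays. Where no array of a group was well above background, a fold-change is given as a bound, from the mean of the detected group minus the mean, over the other group's arrays, of the larger of the probe's value and the array's dimmest value well above background. PCA was computed on all probes passing the filter (centred), and on the 26 genes (centred and scaled), and described by distances on the first pair of components, without a test. For the 4 gene lists and the term members of the supplementary tables, medians and counts of calls are given. No enrichment was repeated and no set test was run, since the study chose the lists on these arrays.

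The alternatives were, before the data were examined, set as quantile normalization, the normexp background correction with an offset of 50, the deposited table without scaling, no filter or a stricter filter on dim probes (well above background on every array), the slide as a fixed or random block, all 15 arrays or only the 6 arrays of the groups compared, an intensity trend in the variance, other fold-change thresholds, counts of gene or systematic names, the mean of a gene's probes, other choices of probes or scaling in the PCA and the correlations, and leaving out each array in turn. The plan named the mean signal for normexp, and the median signal was used because the files hold no mean. The slide as a block together with all 15 arrays, the slide as a block for the overlap and the correlations of responses, the removal of the slide difference before PCA, and the run of label numbers as a block, alone or with the slide, were added after seeing the data. So were comparisons in which no array is shared, with 1 response measured against the controls and the other against the IL-6 arrays, in fits of all 15 arrays or with 1 of the 12 arrays left out. Ranges over the alternatives leave out the fits with the run, whose values are given on their own. Splits of the 6 arrays of each comparison into 3 and 3 were all counted, 10 per comparison, of which 4 part the arrays of every run, as the real one does. Controls of the array (bright and dark corner spots and 10 spike-in probes) were compared between slides by exact two-sided permutation tests over 6435 groupings.

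The pipeline was tested on simulated data in which 200 of the probes changed. In the comparison of TNFα with control, 85% of them were recovered with no difference between slides, 59.5% with a slide difference and no slide in the model, and 79% with the slide as a block. For TGFß1 these were 90%, 65% and 89%, for IL-1β 84%, 70% and 83.5%, and for IL-6 83.5%, 75% and 89%. Between 2 and 14 unchanged probes were called. The proteome, RT-qPCR, Western blot, ELISA and mouse data of the paper were not analysed here.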

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

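The test with shuffled responses, the comparisons with no array shared, the calls of the IL-1β arrays against the other groups, the splits that part every run of label numbers, and the fits with this run as a block were tests chosen only after the results were seen.

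The series holds 3 arrays of MEFs treated by IL-1β (1 ng/ml), which the paper does not report, and which showed a signal above the control arrays. In the fit of all 15 arrays, 68 of 29334 probes were called against control, 67 higher and 1 lower, and 1060 had an unadjusted p under 0.05 (limma). These 1060 were 3.61% of the probes tested, fewer than chance alone would give at this threshold, in a fit that leaves slide and run differences in the spread. The largest rises were those of *Saa3* (log2 fold-change 7.43, q = 2.05e-04), *Lcn2* (6.52, q = 0.00896), *Cxcl5* (5.12, q = 1.03e-07), *Slpi* (4.30) and *Cxcl1* (4.14), each with all 3 IL-1β arrays above all control arrays. The call of *Lcn2* was lost without control 11 and with only the 6 arrays of the comparison. The single lower call was a probe of *Krt13* (-0.96, standard error 0.16, q = 0.0348), singled out after its values were seen. The count was 40 without control 1 or without IL-1β 15, 43 without control 11, 44 without IL-1β 5, and 20 with only the 6 arrays of the comparison. It was 157 with the run of label numbers as a block and 323 with the run and the slide, and each of these included the 68. Probes with an unadjusted p under 0.05 in limma then numbered 1951 with the run and 4299 with the run and the slide. With the slide alone as a block they numbered 1942. The real grouping gave the most calls of the 10 splits of these arrays (1 of 10), and since 10 splits cannot give a share under 0.1, counting splits cannot exclude chance. The other 3 splits that part the arrays of every run gave 0 calls in limma. They gave at most 1175 probes with an unadjusted p under 0.05 (limma), which is more than the real grouping gave. The split with 1175 had only arrays of slide 1 in 1 part, and control 6 and IL-1β 15 of slide 2 in the other. The slide was not in the model, so this number is no measure of chance alone. A lower quality of the IL-1β arrays as the whole reason for the small number of calls is argued against by their calls against the TNFα and TGFß1 arrays. Not every other group gave many calls. Against the IL-6 arrays they gave 117 calls without the slide as a block, and at least 53 with 1 array left out. Against the TNFα and TGFß1 arrays they gave 1377 and 4963 calls, and at least 671 and 3119 with 1 array left out, while in the same unpaired fits they gave at most 106 against the control arrays, with or without the slide as a block. The percentage of probes well above background was higher by 1.28 on average than on the control arrays, which lies within the range of the control arrays (48.3% to 54.9%) and alone decides nothing. The exposure time of this group is not stated. The labels of the series give 24 h or a longer time, so a longer time than for TNFα stays open. A response to IL-1β is the biological explanation that the design names, and it was tested only against the explanations given here.

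Of the 68 probes called with IL-1β, 55 were also called with TNFα in the same direction, and the median log2 fold-change of the 68 was 1.34 with IL-1β and 1.84 with TNFα. In comparison, 13 were also called in the same direction with TGFß1 and 4 with IL-6, where only 17 probes were called in all. Called or not, 62 of the 68 changed in the same direction with TNFα, 28 with TGFß1 and 54 with IL-6. The IL-1β and control groups have the same numbers of arrays per slide, so only the TNFα side of the shared calls can come from unequal numbers. This is argued against, because 55 of the same 68 probes were called with TNFα in the same direction with the slide as a block, and 54 to 57 with 1 TNFα or control array left out as well. The control arrays used in both comparisons are argued against by a simulation in which the estimated responses were shuffled across probes independently of each other and measured against the same simulated controls. It gave 10.3% of IL-1β calls shared with TNFα (at most 12.5% in 20 draws), against 80.9% observed. The shuffled responses still carry noise, and the simulation made more IL-1β calls (742) than the arrays did. The arrays themselves also argue against the shared controls. With 1 of the cytokines compared with the controls and the other with the IL-6 arrays, so that no array is shared, and the slide as a block, 61.1% to 82.0% of the IL-1β calls were also called with TNFα in the same direction, over both choices of reference and each array left out. Independent calls would give at most 6.44%. Across all probes, which are not independent replicates, the responses to TNFα and IL-1β had a Pearson's r of 0.612, which was 0.349 without IL-1β 15 and 0.491 without a filter on dim probes. Unchanged groups simulated against the same controls gave 0.501, or 0.399 with the slide difference in the simulation, values fixed by the design that decide nothing. In the same fits with no array shared, r was 0.248 to 0.539, which argues against the control arrays as the whole cause; how much of the 0.612 they add stays open.

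The series also holds 3 arrays of MEFs treated by IL-6 (20 ng/ml) with sIL-6Rα (25 ng/ml), which the paper does not report, and which showed a signal above the control arrays. In the same fit, 17 probes were called against control, all of them higher, and 934 had an unadjusted p under 0.05 (limma). These 934 were 3.18% of the probes tested, fewer than chance alone would give at this threshold, in a fit that leaves slide and run differences in the spread. The largest rises were those of *Hp* (log2 fold-change 3.66, q = 0.0279), *Dppa1* (at least 2.79-fold higher), *Socs3* (2.39, q = 0.00157), *Cebpd* (1.71, q = 0.00949) and *Muc1* (1.69, q = 0.00949), each with all 3 IL-6 arrays above all control arrays. With the slide as a block 37 probes were called, among them all 17. With only the 6 arrays of the comparison, limma called 0 probes (678 of 27515 with an unadjusted p under 0.05, smallest q = 0.320). The count was 4 without control 1 or without control 6, and 6 without IL-6 8. Of the 6 fits with 1 array left out, the call of *Hp* was lost in 5, that of *Dppa1* in 4, and those of *Cebpd* and *Muc1* in 3. With the run of label numbers as a block 61 probes were called, and 231 with the run and the slide, each including the 17. Probes with an unadjusted p under 0.05 in limma then numbered 1683 with the run and 3661 with the run and the slide. The real grouping gave the most calls of the 10 splits (1 of 10), and this count cannot exclude chance. The other 3 splits that part the arrays of every run gave 0 calls in limma. They gave at most 1631 probes with an unadjusted p under 0.05 (limma), which is more than the real grouping gave. The split with 1631 had only arrays of slide 1 in 1 part, and control 6 and IL-6 13 of slide 2 in the other. The slide was not in the model, so this number is no measure of chance alone. Of the 17 probes, 4 were also called with IL-1β, 2 with TNFα and 3 with TGFß1. Whether these calls reflect a response to IL-6 stays open, as the exposure time is not stated for this group and no further technical explanation was tested.

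In a direct test of IL-1β against TNFα, which the paper does not report, 1377 of 29334 probes were called, 883 higher with IL-1β and 494 lower, and 5468 had an unadjusted p under 0.05. The largest differences were those of *Lcn2* (log2 fold-change 6.72, q = 9.81e-04), *Krt15* (at least 17.6-fold higher with IL-1β), *Pip* (at least 13.1-fold), *Cbr2* (5.60) and *Krt13* (at least 6.28-fold), and in the other direction *Ccl5* (-5.53), *Cxcl9* (at least 16.9-fold lower with IL-1β), *Acod1* (-5.00), *Cxcl10* (-4.42) and *Ptpn22* (-4.15). The count was 671 without IL-1β 10, 740 without TNFα 4, and 722 with only the 6 arrays of the comparison. More of the TNFα arrays than of the IL-1β arrays were on slide 2, and with the slide as a block 1813 probes were called, which included 1338 of the 1377 in the same direction. With the run of label numbers as a block the count was 2390, which included all 1377, and 3081 with the run and the slide, which included 1337 of them. The real grouping gave the most calls of the 10 splits (1 of 10), and this count cannot exclude chance; the next largest split gave 1 call and the split by slide, which parts every run, gave 0 (limma; 5235 with an unadjusted p under 0.05). A difference in the time of exposure and in the dose stays open beside a difference between the cytokines.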

How the results depend on the processing

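The run of label numbers as a block, the slide as a block with all 15 arrays or for the overlap and the correlations, and the slide difference removed before PCA were tests chosen only after the data were seen.

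Of 5817 values of named genes under other settings, 5712 kept their sign. On the threshold, 5505 stayed on the same side, 178 lost a call and 134 gained one, and 0 changed sign while called under either setting. The counts of called genes within the 26-gene set stayed within 1.5 times their value under all settings for TNFα, TGFß1 and TNFα against TGFß1, where they were 8 to 11, 16 to 19 and 19 to 20 with 1 array left out. For IL-1β the count was 3 with only the 6 arrays of the comparison, and 4 to 6 with 1 array left out. For IL-6 it was 1 with the slide as a block or random block, and 0 (limma) with any 1 array left out. For IL-1β against TNFα it was 4 (without TNFα 4) to 6 with 1 array left out. For the results that moved, the cause was not tested unless the setting itself gives it (fewer arrays or probes, another threshold or another unit counted).

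Pairing the arrays by the run of label numbers (replicate block) gave 157 calls for IL-1β, 61 for IL-6 and 2390 for IL-1β against TNFα, and called 2 of the 26 genes with IL-6. With the run and the slide as blocks, the calls were 4479 for TNFα, 323 for IL-1β, 231 for IL-6, 3081 for IL-1β against TNFα and 2846 shared by TNFα and TGFß1, and 3 of the 26 genes were called with IL-6 and 13 in IL-1β against TNFα. The median was then 1.57 for the list higher with TGFß1 with TGFß1, 1.74 for extracellular matrix organization and 2.90 for the inflammatory response. The other counts of calls stayed within 1.5 times. Of 314 values of named genes, the run alone changed the call of 19 (17 gained) and the run with the slide that of 41, all gained. With the run alone, *Pcolce2* and *Scara5* were gained with TNFα, *Col1a1*, *Timp1* and *U90926* with TGFß1, *Abcc3*, *Cbr2*, *Dcn*, *Il6*, *Krt15*, *Mmp3* and *U90926* with IL-1β, *Abcc3*, *Cxcl5* and *Il6* with IL-6, and *Col5a1* and *Jag1* in IL-1β against TNFα, while *Cxcl12* and *Loxl3* were lost in TNFα against TGFß1. The run with the slide gained the same calls except that of *Col1a1*, and also *Acta2*, *Col14a1*, *Cxcl12*, *Hes1*, *Hp*, *Jag1*, *Tcim*, *Tgfb1*, *Timp1*, *Tll1* and *Tnf* with TNFα, *Lcn2*, *Loxl3*, *Saa3* and *Slpi* with TGFß1, *Col14a1* and *Tgfb1* in TNFα against TGFß1, *Ptx3* and *Timp1* with IL-6, and *Acta2*, *Ccl2*, *Col14a1*, *Col1a1*, *Cxcl12* and *Pcolce2* in IL-1β against TNFα. No other call of a named gene changed.

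Counted as gene names, the calls numbered 1755 for TNFα, 2999 for TGFß1 and 1951 for TNFα against TGFß1. A fold-change of at least 2 gave 1503, 2564 and 2011, and 801 for IL-1β against TNFα. Without a filter on dim probes, the calls were 1539 for TNFα, 9 for IL-6, 886 for IL-1β against TNFα, and 790 shared by TNFα and TGFß1. The slide as a block gave 106 for IL-1β and 37 for IL-6, and as a random block 117 and 38. With only the 6 arrays of a comparison, the calls were 20 for IL-1β, 0 for IL-6 (limma; 678 with an unadjusted p under 0.05) and 722 for IL-1β against TNFα. Over the unpaired settings that keep all arrays of the groups compared, the calls ranged from 1503 to 3671 for TNFα, 2564 to 6232 for TGFß1, 1951 to 4043 for TNFα against TGFß1, 20 to 117 for IL-1β, 0 to 38 for IL-6 and 722 to 1831 for IL-1β against TNFα.

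With 1 array left out, the calls ranged from 1329 (without TNFα 4) to 2328 for TNFα, from 3274 (without TGFß1 2) to 4906 for TGFß1, from 40 (without control 1) to 55 for IL-1β, from 4 (without control 1) to 18 for IL-6, from 671 (without IL-1β 10) to 1202 for IL-1β against TNFα, and from 788 (without TNFα 4) to 1532 shared by TNFα and TGFß1, of which 84.0% to 90.8% had the same direction.

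The medians of the paper's gene lists kept their sign. For the list higher with TNFα, the median with TNFα was 1.24 under normexp and 1.60 under the stricter filter, with TGFß1 -0.31 under quantile normalization, -0.034 under normexp and -0.40 without scaling, and in the direct test 1.41 under normexp and 1.91 under the stricter filter. For the list lower with TNFα, it was -1.09 under normexp and -1.35 under the stricter filter with TNFα, -0.26 under normexp and -0.56 without scaling with TGFß1, and -0.70 and -1.04 under normexp and the stricter filter in the direct test. For the list higher with TGFß1, it was 1.47 under quantile normalization, 1.17 under normexp, 1.39 without scaling, 1.37 under the stricter filter and 1.58 with the slide as a block or random block with TGFß1, and -1.04 and -1.30 under normexp and the stricter filter in the direct test. For the list lower with TGFß1, it was -1.04 under normexp and -1.63 without scaling with TGFß1, and 0.74 under normexp in the direct test. With 1 array left out, the median with TGFß1 ranged from -0.31 to -0.19 for the list higher with TNFα, from 1.42 to 1.59 for the list higher with TGFß1, and from -1.62 to -1.43 for the list lower with TGFß1.

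For the term members with TGFß1, the median for tissue morphogenesis was 1.76 under quantile normalization, 1.49 under normexp, 1.77 without scaling, 2.03 with the slide as a block and 2.01 as a random block, and 1.57 to 1.96 with 1 array left out. For extracellular matrix organization it was 1.57, 1.43, 1.49, 1.76 and 1.72, 1.75 with the slide as a block and all 15 arrays, and 1.54 to 1.75 with 1 array left out. With TNFα, leukocyte migration gave 1.80 under normexp and 1.93 under the stricter filter, and positive regulation of immune response 1.19 and 1.43. The inflammatory response gave 1.73 and 1.86, 2.93 with the slide as a block, 2.95 as a random block and with all 15 arrays, and 2.95 to 3.37 with 1 array left out.

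Pearson's r of TNFα and TGFß1 was 0.446 over called probes and 0.508 under the stricter filter, and 0.413 to 0.526 with 1 array left out. For TNFα and IL-1β it was 0.756 over called probes and 0.491 without a filter, for TGFß1 and IL-6 0.288 without a filter, and for IL-1β and IL-6 0.247 over called probes. With 1 array left out it was 0.349 (without IL-1β 15) to 0.684 for TNFα and IL-1β, 0.069 (without IL-6 13) to 0.460 for TNFα and IL-6, 0.0092 (without IL-1β 15) to 0.394 for TGFß1 and IL-1β, -0.049 (without IL-6 13) to 0.413 for TGFß1 and IL-6, and 0.266 (without IL-1β 15) to 0.673 for IL-1β and IL-6. Spearman's rho changed sign for TGFß1 and IL-1β, -0.0247 (without IL-1β 15) to 0.484, and for TGFß1 and IL-6, -0.0370 (without IL-6 13) to 0.503.

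The ratio of the smallest distance between groups to the largest within a group in the PCA of all probes was 1.96 with the 1000 most variable probes, 3.15 with the slide difference removed, and 0.469 (without TNFα 4) to 1.07 (without control 6) with 1 array left out. In the PCA of the 26 genes it was 3.44 without scaling, 2.88 with the slide difference removed, and 1.41 (without control 1) to 2.51 (without control 6).

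Signal over background limits the values of dim probes. Between 48.3% and 54.9% of the probes were well above background on an array, a gene below it such as *Col13a1* was not tested, and a fold-change against a group below background is only a bound.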

Differences from the paper's values

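The fits with the slide as a block and all 15 arrays, and those with the run of label numbers as a block, were tests chosen only after the values were seen.

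The paper reports 1456 distinct transcripts deregulated by TNFα, and the arrays gave 2707 called probes. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were distinct gene names (1755), a fold-change of at least 2 (1503), normexp (2143), the deposited table without scaling (2165), no filter on dim probes (1539), only the 6 arrays of the comparison (2143), and the fits without control 11 (1721), TNFα 4 (1329), TNFα 9 (1838) or TNFα 14 (2022). Those that differed more were distinct systematic names (2391), the q-value alone (3064), quantile normalization (2827), the stricter filter (2323), the slide as a block (3671) or random block (3616), all 15 arrays (2948), the intensity trend (2762), and the fits without control 1 (2293) or control 6 (2328).

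The paper reports 2215 distinct transcripts deregulated by TGFß1, and the arrays gave 4958 called probes. Of the alternatives set before the data were examined, those within 1.5 times the paper's value were distinct gene names (2999), a fold-change of at least 2 (2564), and the fit without TGFß1 2 (3274). Those that differed more were distinct systematic names (4315), the q-value alone (6134), quantile normalization (4777), normexp (3443), the deposited table without scaling (4617), no filter (3492), the stricter filter (4229), the slide as a block (6232) or random block (6133), all 15 arrays (5250), only the 6 arrays of the comparison (4233), the intensity trend (5019), and the other fits with 1 array left out (3559 to 4906). The slide as a block with all 15 arrays, chosen after seeing the values, gave 3512 for TNFα and 5948 for TGFß1. The run of label numbers as a block, also chosen after seeing the values, gave 3174 and 5307, and 4479 and 6777 together with the slide.

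The paper states that *Acta2* rose with both cytokines, in gene and protein expression, in a sentence that names no assay. Its figures show the gene set by RT-qPCR and αSMA by Western blot, and neither was analysed here. On the arrays its log2 fold-changes were 0.43 (q = 0.488) with TNFα and 0.39 (q = 0.452) with TGFß1, higher in direction and not called under any unpaired alternative, where the smallest q-values were 0.0944 and 0.0786, with the slide as a block. With the run of label numbers and the slide as blocks, chosen after seeing the values, *Acta2* was called with TNFα (0.59, q = 0.0271), and with TGFß1 it had a q of 0.0228 at a log2 fold-change of 0.55, under the fold-change threshold.

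The paper cites studies in which *Col1a1* and *Col5a1* were overexpressed in inflammatory fibroblasts as well as in myofibroblasts. It states that its own results match, in a sentence that names no assay. Its RT-qPCR, its Western blot of COL1A1 and its mouse data were not analysed here. The values that follow come from the arrays of treated MEFs alone. With TNFα both were called lower (-0.79, q = 0.0337 and -1.21, q = 0.0118), and no alternative run gave a positive value. The call of *Col1a1* with TNFα was lost in 5 of the 6 fits with 1 array left out and in 2 of the 12 unpaired alternatives. That of *Col5a1* was lost in 1 of the 6. With TGFß1, *Col5a1* was called higher (0.81, q = 0.0351) and *Col1a1* was not (0.61, q = 0.0541). This call of *Col5a1* was lost in 5 of the 6 fits with 1 array left out and in 4 of the 12 alternatives. *Col1a1* was called with TGFß1 under normexp, the stricter filter, the slide as a block or random block, all 15 arrays, the intensity trend, and without control 6, and with the run of label numbers as a block, which was chosen after seeing the values; its q over the unpaired alternatives was 0.0366 to 0.268.

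The paper cites a study of mouse lung in which *Col5a3*, *Cxcl12*, *Mmp3* and *Dcn* were raised in proinflammatory fibroblasts, and finds the features of its signature to match. On the arrays *Mmp3*, *Dcn* and *Col5a3* were called higher with TNFα. *Cxcl12* and *Col5a3* had a larger log2 fold-change with TGFß1 (2.08 and 3.31) than with TNFα (1.05 and 1.50). Both were lower with TNFα in the direct test (-1.03, q = 0.0461 and -1.81, q = 0.00412). The direct call of *Cxcl12* was lost in all 6 fits with 1 array left out and in 2 of the 12 unpaired alternatives. It was also lost with the run of label numbers alone as a block. The direct call of *Col5a3* was kept in these fits. *Cxcl12* was not called with TNFα (q = 0.0502). It was called there under quantile normalization, normexp, the stricter filter, the slide as a block or random block, all 15 arrays, the intensity trend, and without control 1, and under the slide as a block with all 15 arrays or together with the run of label numbers, which were chosen after seeing the values. Its q over the unpaired alternatives was 0.00155 to 0.130.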

Other observations

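The shared calls with shuffled responses, the comparisons with no array shared, the correlation of responses with the slide as a block, the splits that part every run, and the fits with the run of label numbers were tests chosen only after the results were seen.

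Arrays of a group lay apart by slide. In a fit with the slide, 3174 of 29334 probes (10.8%) differed between the slides at the thresholds used for the treatments, 2914 of them higher on slide 2 and 260 lower. The group explained 51.8% of the variance after the slide, the slide 22.6% after the group, and 20.6% was left. The bright corner spots, which bind no RNA of the samples, had a mean log2 signal of 11.54 ± 0.31 (SD, n = 8 arrays) on slide 1 and of 12.81 ± 0.33 (SD, n = 7) on slide 2, a difference of 1.27 without overlap (exact permutation test, two-sided, p = 1.55e-04, the smallest that 6435 groupings can give). Hybridization, washing or scanning of the slides may therefore have differed. The dark corner spots (0.04, exact permutation p = 0.620) and the 75th percentile (0.02, exact permutation p = 0.714) did not differ. If the cultures alone had differed, the spike-in RNA added to every tube would not differ between slides. Its mean relative to the 75th percentile differed by -0.0445 (exact permutation p = 0.285), which leaves a difference between the cultures open as well. Of the 10 spike-in probes, 4 had an unadjusted p under 0.05 and 1 an adjusted p under 0.05, with differences of -0.18 to 0.08. Neither explanation is excluded. Each run of 5 label numbers has arrays on both slides, so the slides do not separate the runs.

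The numbers of arrays per slide differ between groups. For TNFα against control, the real grouping gave the most calls of the 10 splits (1 of 10), and the split by slide (control 1, control 11 and TNFα 14 against control 6, TNFα 4 and TNFα 9) came next, with 1635 calls against 2707 for the real grouping and 3671 with the slide as a block. For TGFß1 against control, the real grouping also gave the most calls (1 of 10), and the split by slide gave 0 (limma; 4879 with an unadjusted p under 0.05). For TNFα against TGFß1, the real grouping gave the most calls (1 of 10). Shares under 0.1 cannot arise from 10 splits, so counting splits cannot exclude chance in these comparisons. In each of them 4 of the 10 splits part the arrays of every run of label numbers, as the real one does, and the other 3 of these gave 0 calls in limma (at most 304, 4879 and 826 probes with an unadjusted p under 0.05, against 7265, 10064 and 7406 for the real grouping). The remaining splits keep the arrays of 2 runs together. Unchanged groups simulated with noise that is independent between probes gave on average 0 calls with TNFα and 0.05 with TGFß1 (limma), against 2707 and 4958 on the arrays. Of the called probes, 41.5% were higher with TNFα and 41.9% with TGFß1, and these percentages were 50.9% and 50.6% with the slide as a block.

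The responses to TNFα and TGFß1 went the same way across probes, which are not independent replicates. Their Pearson's r was 0.477 and their Spearman's rho 0.563, 1 of 6 pairs of treatments compared. The unequal numbers of arrays per slide are argued against as the cause, because r was 0.448 with the slide as a block. The control arrays used in both comparisons are argued against as the whole cause. With 1 cytokine compared with the controls and the other with the IL-6 arrays, so that no array is shared, and the slide as a block, r was 0.245 to 0.439 over both choices of reference and each array left out. How much of the 0.477 the shared controls add stays open. Unchanged groups simulated against the same controls gave 0.500, 0.684 with the slide difference in the simulation, and 0.504 over the 6525 probes called in either comparison (observed 0.446), but the design fixes these values and they decide nothing. The shared controls are argued against for the shared calls as well. Of 1554 probes called in both comparisons, 88.0% had the same direction. Responses shuffled across probes independently of each other, and measured against the same simulated controls, gave 56.2% (at most 57.6% in 20 draws) and 1081 shared calls on average (at most 1148). The shuffled responses still carry noise, since the simulation made more calls than the arrays did (4273 against 2707 for TNFα and 6411 against 4958 for TGFß1). With no array shared, 1091 to 1933 calls were shared and 75.1% to 86.4% of them had the same direction, in the same fits as above, where independent calls would give at most 699 shared calls and 50.3%. A response of MEFs common to both cytokines is a hypothesis for the correlation and the shared calls, found and tested on the same arrays.

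For the other pairs of treatments, Pearson's r and Spearman's rho across probes were 0.280 and 0.340 for TNFα and IL-6, 0.206 and 0.264 for TGFß1 and IL-1β, 0.169 and 0.263 for TGFß1 and IL-6, and 0.408 and 0.437 for IL-1β and IL-6. Unchanged groups simulated against the same controls gave a Pearson's r of 0.498 to 0.501 for these pairs, and with the slide difference in the simulation 0.397 to 0.399 for the first 3 and 0.500 for the last. The design fixes these values, so whether these responses have a part in common stays open.

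In the IL-1β arrays, 6 of the 26 genes of the paper's set were called, all higher (*C3*, *Ccl2*, *Cxcl1*, *Cxcl5*, *Icam1* and *Sod2*), and 9 when adjusted over the list alone or, with *Dcn*, *Il6* and *Mmp3*, with the run of label numbers as a block. Of the 6 fits with 1 array left out, the call of *Sod2* was lost in 5 and that of *C3* in 4, and the count was 4 without control 1. In the IL-6 arrays limma called 0 of the 26 genes, 4 when adjusted over the list alone, 1 (*Cxcl5*) with the slide as a block, and 3 (*Cxcl5*, *Il6* and *Timp1*) with the run of label numbers and the slide. Between IL-1β and TNFα, 7 of the genes differed, with *Cxcl5*, *Il6* and *Itga11* higher with IL-1β and *Icam1*, *Sod2*, *Mmp3* and *Col5a3* lower. With 1 array left out the calls of *Itga11* and *Col5a3* were lost in 5 of 6 fits and that of *Il6* in 4, and 4 genes differed without TNFα 4, TNFα 14 or IL-1β 15. With the run and the slide in the model 13 differed, with *Acta2*, *Ccl2*, *Col1a1*, *Col5a1*, *Jag1* and *Pcolce2* added. The genes of the paper's list of transcripts higher with TNFα had a median log2 fold-change of 0.54 with IL-1β, where 208 of 232 were higher and 19 were called higher, and of 0.13 with IL-6, where 1 was called higher. The genes of the list higher with TGFß1 had medians of 0.04 with IL-1β and 0.01 with IL-6. The authors chose these genes and lists on the TNFα and TGFß1 arrays, and no biological explanation was tested for these values.

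In the direct test of TNFα against TGFß1, the largest differences were those of *Ccl5* (log2 fold-change 9.63), *Saa3* (9.23), *Icam1* (at least 187-fold higher with TNFα), *Enpp2* (7.57) and *U90926* (at least 103-fold), and in the other direction *Ret* (at least 22.6-fold lower with TNFα), *Htr2b* (at least 17.0-fold), *Myo7a* (-5.33), *Hes1* (at least 23.9-fold) and *Jag1* (-5.15). *Itgb1*, which is not in the paper's set, was called higher with TGFß1 (0.84, q = 0.00231) and was not called with TNFα (-0.17, q = 0.444).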
